# GDF15 promotes 5-Fluorouracil and Oxaliplatin resistance by promoting stem cell-like phenotype in colorectal cancer

**DOI:** 10.1038/s41416-026-03379-0

**Published:** 2026-05-12

**Authors:** Masahiro Hashimoto, Shoichiro Urabe, Tsuyoshi Hata, Yoshinao Chinen, Kengo Haruna, Mitsunobu Takeda, Yuki Sekido, Atsushi Hamabe, Takayuki Ogino, Norikatsu Miyoshi, Taro Tobo, Koshi Mimori, Mamoru Uemura, Hidetoshi Eguchi, Yuichiro Doki

**Keywords:** Colorectal cancer, Surgical oncology, Prognostic markers, Colorectal cancer

## Abstract

**Background:**

Despite recent advances in chemotherapy for colorectal cancer (CRC), chemotherapy-sensitive tumours often develop resistance to treatment, which remains a major clinical challenge. This acquired chemoresistance limits the efficacy of subsequent therapies and is associated with a poor prognosis. Therefore, this study identified the mechanisms of acquired chemoresistance in CRC and developed innovative targeted therapies.

**Methods:**

5-fluorouracil (5-FU)-and oxaliplatin (OX)-resistant CRC cells were established through long-term exposure to anticancer drugs, and RNA sequencing (RNA-seq) was performed. RNA-seq data integrated analysis from resistant cells and public single-cell RNA-seq datasets from clinical CRC samples was conducted to identify key drivers of chemoresistance. Prognostic significance was evaluated by immunohistochemical analysis of liver metastasis specimens from patients with CRC who underwent curative resection of the primary tumours.

**Results:**

Chemotherapy exposure enriched high stemness and activated TGF-β signalling. GDF15 was identified as a key molecule upregulated in both chemoresistant and high-stemness cells. Clinically, high GDF15 expression is associated with early recurrence and poor prognosis. Functional assays demonstrated that GDF15 overexpression promoted chemoresistance, stemness, and migratory capacity of CRC cells.

**Conclusions:**

GDF15 promotes chemoresistance in CRC by promoting stem cell-like properties. These findings provide insights into therapeutic strategies for overcoming acquired chemoresistance and improving outcomes.

## Introdcution

Colorectal cancer (CRC) is the third most common cancer worldwide and remains a major cause of cancer-related deaths, highlighting the need to optimize therapeutic strategies [1]. For patients undergoing chemotherapy, regimens based on fluoropyrimidines (5-FU), oxaliplatin (OX), and irinotecan, often combined with molecular targeted agents for unresectable CRC, have been shown to prolong the median overall survival [2, 3].

In the setting of adjuvant chemotherapy following curative surgery for stage III CRC, OX-based doublet regimens are widely used, achieving favourable outcomes with five-year survival rates of approximately 65–70% and recurrence rates of 20–35% [4–8]. The ACHIEVE study, which compared 3 and 6 months of adjuvant CAPOX or FOLFOX in stage III colon cancer, suggested that a 3-month therapy was as effective as a 6-month therapy, with fewer adverse effects in low-risk patients, supporting the optimization of treatment duration based on patient risk [9]. However, despite these advances in chemotherapy, the prognosis after recurrence remains poor, with the five-year survival rate after recurrence estimated at approximately 30%, and even worse in cases with unresectable metastases to the liver or lung [10–12]. The poor prognosis after recurrence is mainly due to the emergence of chemoresistant tumours that initially respond to chemotherapy, resulting in limited treatment options available once resistance develops [13, 14]. Regarding drug resistance in CRC, genetic alterations such as RAS/BRAF mutations are known to be associated with intrinsic and acquired resistance to anti-EGFR therapy, and treatment selection in clinical practice is based on these genetic profiles [15–18]. However, the mechanisms by which chemotherapy-sensitive tumours acquire resistance during treatment are complex and poorly understood [19, 20].

In recent years, advances in single-cell RNA sequencing (scRNA-seq) and spatial transcriptomics technologies have enabled a deeper understanding of cell-cell interactions and spatial architecture within tumour tissues [21, 22]. We also previously employed this approach by integrating scRNA-seq and spatial transcriptome sequence (ST-seq) analyses and found that Midkine (MDK) signalling induces immune tolerance in the adenoma-carcinoma sequence during the early stages of cancer [23]. Several recent studies have demonstrated that integrative analysis is a promising and effective approach for identifying key molecules associated with chemoresistance in gastrointestinal malignancies [24–26].

In this study, an integrated analysis of RNA sequencing data was conducted using established chemoresistant CRC cell lines and publicly available single-cell transcriptomic datasets of clinical CRC samples to clarify the underlying mechanisms associated with acquired chemoresistance and evaluate their clinical significance.

## Methods

### Patients with CRC and clinical sample collection

CRC tissues were collected from 53 patients who underwent surgery at the Department of Gastroenterological Surgery of the University of Osaka (Suita, Japan) between 2011 and 2018. All patients were diagnosed with CRC based on the following clinicopathological criteria described by the Japanese Society for Cancer of the Colon and Rectum: recurrence of liver CRC metastasis after adjuvant chemotherapy for stage III CRC. All samples were fixed in 10% formalin overnight at room temperature, processed using graded ethanol solutions, and embedded in paraffin. Specimens were used with the approval of the Ethics Committee of the Graduate School of Medicine, the University of Osaka. The present study was initiated as an opt-out study, approved by the Research Ethics Committee of the University of Osaka (approval ID: 19020-3). The opt-out policy for this study is available online (https://www.med.osaka-u.ac.jp/pub/gesurg/consent.html).　 Moreover, the Beppu score was calculated for each patient based on previously published criteria, which evaluate six preoperative clinical factors: synchronous metastasis, lymph node status of the primary tumour, number of liver metastases, maximum tumour size, presence of extrahepatic disease, and preoperative CA19-9 levels [27].

### Public datasets

scRNA-seq data were obtained from GSE178318 and spatial transcriptomic data from the spatial transcriptomic website (http://www.cancerdiversity.asia/scCRLM/). Spatial transcriptomic data of two patients (ST-P1, without preoperative chemotherapy; ST-P4, with preoperative chemotherapy; XELOX) were used. CRC RNA sequencing data from The Cancer Genome Atlas (TCGA) were downloaded from UCSC Xena (http://xena.ucsc.edu/). Gene-level transcription estimates were obtained as log2(x + 1) transformed RSEM-normalized counts.

### scRNA-seq data processing

We downloaded 3’end scRNA-seq raw count matrix data (10x Genomics) based on 140,281 cells from three patients with CRC from GSE178318 [28]. The Python package Scanpy (v1.9.3) was used for the processing. Briefly, genes detected 3 cells of the total cells, and cells with fewer than 200 expressed genes were removed and selected according to the following criteria: < 20% mitochondrial gene expression in unique molecular identifier (UMI) counts. The count matrix was normalized to 10,000 cells/cell by the total UMI count per cell, and then log-transformed by adding one and standardizing each gene using *scanpy.pp.normalized_total(target_sum* = *1e4) and scanpy.pp.log1p*. Then, highly variable genes were selected based on specific thresholds for mean expression and dispersion using *scanpy.pp.highly_variable_genes* (min_mean = 0.0125, max_mean = 3, min_disp = 0.5). Uniform Manifold Approximation and Projection (UMAP) embeddings of the latent cell states of a single cell were conducted and visualized. For the subset analysis, the UMAP was reconstructed in the extracted cell population. Major cell types were annotated by comparing canonical marker genes and differentially expressed genes (DEGs) for each cluster. The CRC stemness score was defined as the average expression of a curated colorectal cancer stem cell-related gene set and was calculated using the *scanpy.tl.score_genes* function. The gene set comprised four functional categories, selected based on previously reported surface markers of CRC stem cells : (1) the epithelial marker EPCAM; (2) the pluripotency-associated transcription factors SOX2, POU5F1, and NANOG; (3) adhesion molecules and integrins, including ALCAM, ITGB1, ITGAV, CD44, and CD24; and (4) established cancer stem cell markers, such as PROM1, ALDH1A1, LGR5, and DPP4 [29].

### Spatial transcriptomic data processing and integration of spatial transcriptomic and scRNA-seq data

Raw count matrix data were downloaded from a spatial transcriptomic dataset (10X Genomics) for 3313 spots from a patient (ST-P1) who did not receive neoadjuvant chemotherapy treatment and 3902 spots from a patient (ST-P4) who received preoperative chemotherapy [30]. The Python package Scanpy (v1.8.2) was used for processing. No spot filtering was performed for the subsequent integrated analysis. Following scRNA-seq preprocessing, genes with total counts < 10 were excluded, and genes for both scRNA-seq and spatial transcriptomics data were aligned using a raw-count matrix, which integrated 15551 genes common to both. As previously described, the estimated spatial distribution of single cells was combined with their expression profiles using the deconvolution tool, “DeepCOLOR” [23, 31]. Subsequently, the UMAP embeddings of the latent states of single cells were visualized. Spatial gene expression was examined using the imputed expression estimated after integration. The pathological clusters were clustered based on the pathological diagnosis using the Leiden clustering algorithm. Candidates for ligand–receptor communication between colocalized single cells using *deepcolor.calculate_proximal_cell_communications* with specified optional parameters (ntop_genes=1000, celltype_sample_num=500), as previously described [23].

### DEG enrichment analysis

Cluster-based detection of DEGs was performed using the Wilcoxon rank-sum test and the Benjamini–Hochberg method to correct for multiple comparisons (*scanpy.tl_rank_genes_groups*). DEGs with an adjusted *P* < 0.05 and log_2_ fold change > 1 were evaluated. Gene ontology (GO) enrichment analyses of DEGs were performed using the Python package gseapy (v1.0.4).

### Cell lines and culture

Human CRC cell lines HCT116 and SW480 were purchased from the American Type Culture Collection (Rockville, MD, USA) in 2001. Cell lines were screened for mycoplasma and maintained in Dulbecco’s modified Eagle’s medium (Sigma-Aldrich, St. Louis, MO, USA) with 10% fetal bovine serum in a humidified 5% CO2 at 37 °C.

### Generation of 5-FU and Oxaliplatin resistant cell lines

To generate 5-FU and OX-resistant cells, both HCT-116 and SW480 cells were initially exposed to 5-FU (5 μM) or OX (5 μM), and the drug concentration was gradually increased. Surviving cells were subsequently passaged and maintained under the same culture conditions for at least 20 passages, as described previously [32]. The resulting 5-FU- and OX-acclimatized cells were termed 5-FU and OX (resistant lines).

### RNA sequence (RNA-seq) analysis

RNA sequencing was performed as described previously [33]. Library preparation was performed in accordance with the manufacturer’s instructions using a TruSeq stranded mRNA sample preparation kit (Illumina, USA). Sequencing was conducted using a DNBSEQ-G400 sequencer (MGI, China) in 100-base single-read mode. After eliminating adaptor sequences using Trimmomatic version 0.38, the reads were aligned to the human reference genome (hg19) using TopHat2 version 2.1.1. Subsequently, fragments per kilobase of exons per million mapped fragments (FPKMs) were computed using Cufflinks version 2.2.1. The FPKM values were normalized to TPM (Transcripts Per Kilobase Million) values using the *fpkm2tpm* functions from the ‘iPSCpoweR’ package, to allow the comparison of gene expression between samples. Then, single-sample gene set enrichment analysis (ssGSEA) was implemented to quantitatively elucidate the stemness enrichment scores of the KEGG pathway gene sets in each CRC cell via ‘GSVA,’ R package (v1.48.3). Moreover, Gene Set Variation Analysis (GSVA) was performed on the Hallmark pathway using the ‘escape’ R package (v1.10.0). DEGs were analysed using the Wilcoxon rank-sum test and Benjamini–Hochberg method for multiple comparisons. A series of enhanced (adjusted *p* < 0.05 and log2 fold changes>1) or reduced (adjusted *p* < 0.05 and log2 fold changes < -1) genes were identified for further gene expression analysis. Based on the DEGs, Hallmark pathway enrichment analyses were performed using the Python package gseapy (v1.0.4).

### Transient overexpression of GDF15 by transfection and generation of HCT116/SW480 cells stably overexpressing GDF15

The GDF15-expressing lentiviral plasmid vector (pLV[Exp]-Puro-CMV>hGDF15[NM_004864.4]) and empty plasmid vector (pLV[Exp]-Puro-CMV > ORF_Stuffer) were purchased from Vector Builder and used as controls. For transient overexpression analysis, the plasmid vectors were transfected into CRC cells using Lipofectamine 3000 (Thermo Fisher Scientific) following the manufacturer’s protocol. To generate stably overexpressing CRC cells, lentiviruses were produced in 293TA cells using the Vira Power Lentiviral packing mix (Thermo Fisher Scientific), and the supernatant was collected 48 h after transfection. HCT116 and SW480 cells were infected with the lentiviral supernatants and selected using puromycin. Control cells were generated by transfecting cells with an empty vector containing ORF_Stuffer.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total mRNA was isolated using the TRIzol Reagent (Invitrogen) for cell lines according to the manufacturer’s protocol. The RNA quality was assessed using a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized from 10 ng of total RNA using ReverTra Ace qPCR RT Master Mix (Toyobo Life Science) according to the manufacturer’s protocol. Quantitative PCR was performed on a Light Cycle 2.0 System (Roche Applied Science) using a Light Cycler FastStart DNA Master SYBR Green I (Roche Applied Science). The amplification conditions were as follows: initial denaturation at 95 °C for 10 min, followed by 45 cycles of denaturation at 95 °C for 10 s, annealing at 60 °C for 10 s, and extension at 72 °C for 10 s. The mRNA levels were normalized to ACTB mRNA as an internal control. Gene expression was quantified using specific oligonucleotide primers. The primers used for qRT-PCR are listed in Supplementary Table S1. Data are representative of at least three independent experiments.

### Immunohistochemical staining

Tissue sections of 4-μm thickness were prepared from paraffin-embedded blocks, and immunostaining was performed, as previously described [33]. The slides were incubated overnight at 4 °C with anti-rabbit polyclonal antibody against GDF15 (1:400, 27455-1-AP, Proteintech). To evaluate GDF15 expression in tumour cells, the cytoplasmic staining intensity of normal liver cells was used as a positive control. Staining intensity in the tumour cytoplasm was scored as follows: +3 for cytoplasmic staining stronger than the positive control, +2 for staining as intense as the positive control, +1 for staining weaker than the positive control, and 0 for unstained cytoplasm.

### Proliferation assays

Transfected cells were seeded at a density of 2000 cells per well in 96-well plates. After culturing with exposure to 5-FU or OX (0, 2.5, 5.0, 10, 20, and 40 μM) for 72 h, cell viability was determined using Cell Counting Kit-8 (Dojindo Molecular Technologies, Inc., Kumamoto, Japan).

### Sphere formation assays

The sphere-formation assay was performed as previously described [34]. The cells were seeded in 96-well ultra-low attachment plates (Corning Inc. Corning) at a density of 200 cells/well. Cells were cultured in DMEM/F-12 serum-free medium supplemented with 20 ng/mL epithelial growth factor, 10 ng/mL fibroblast growth factor-2, and 100 μg/mL penicillin G at 37 °C in a humidified atmosphere of 95% air and 5% CO2. The number of spheres ≥100 µm in all wells was counted, and differences in the average number per well 2 weeks after seeding were evaluated.

### Flow cytometric analysis

Flow cytometry was performed using a BD FACS Canto II flow cytometer (BD Biosciences, San Jose, CA, USA). Doublets were excluded using FSC-A/FSC-H and SSC-A/SSC-H gating, and dead cells were removed using 7-AAD (BD Pharmingen, BD Biosciences, Franklin Lakes, NJ, USA). Cells were stained with PE-labelled mouse anti-human CD44 (BD Pharmingen) and Brilliant Violet 421-labelled anti-human CD133 (BioLegend, San Diego, CA, USA) according to the manufacturer’s instructions. Gating thresholds for CD44 and CD133 were determined based on the fluorescence signals from unstained parental HCT116 cells to define the negative population. The same gating strategy and identical instrument settings were applied to all samples. Data were analysed using FlowJo software v10.2 (BD Biosciences).

### Wound-healing assays

The cells were seeded in 6-well plates and grown to 80% confluence. Linear wounds were created by scraping monolayer cells with a 200 μL pipette tip, and non-adherent cells were washed off with medium. At 0, 24, and 96 h after the creation of wounds, cell migration was observed, and images were captured with a 4x objective using a phase-contrast microscope. Cell migration was determined based on the reduction in wound width measured at five independent locations using ImageJ software.

### Western blot analysis

Western blotting was performed as follows. Each sample was homogenized in 1 ml of lysis buffer [50 mM Tris (pH 8.0), 150 mM NaCl, and 0.5% NP40] with protease inhibitors (1 mM phenylmethylsulfonyl fluoride, 10 μg/ml aprotinin, and 10 μg/ml leupeptin). The homogenates were centrifuged at 14,000 rpm for 20 min at 4 °C. The resulting supernatants were collected, and the total protein concentration was determined using the Bradford protein assay (Bio-Rad, Hercules, CA, USA). To analyse lysates on the JESS Simple Western™ instrument (ProteinSimple^®^, Bio-Techne, Minneapolis, MN, USA), samples were diluted to total protein concentrations of 1 µg/µL in 1x fluorescent master mix (EZ standard pack I; ProteinSimple^®^), and 5 µL was added per well. Primary antibodies used in this study are listed in Supplementary Table S2. All antibodies were diluted 1:40 in Ab diluent (Bio-Techne), and 10 µL was added per well. The secondary Ab (anti-rabbit HRP) and enhanced chemiluminescence reagents were used according to the kit’s instructions (anti-rabbit detection module chemiluminescence; ProteinSimple^®^, Bio-Techne). The Ab diluent, washing buffer, plates, and capillary cartridges used were derived from the 12 to 230 kDa separation module (ProteinSimple^®^, Bio-Techne). All procedures were performed according to the manufacturer’s instructions. JESS Simple Western™ data were analysed using Compass for Simple Western software. Images from the high-dynamic range 4.0 were used for analysis, and the peaks were automatically detected. Both the peak height and area were analysed.

### Statistical analysis

The statistical analyses were performed using R software v4.2.0 and Python v3.9.16. Associations between variables were analysed using Welch’s *t*-test and the Wilcoxon rank-sum test. Overall survival (OS) and recurrence-free survival (RFS) curves were plotted using the Kaplan–Meier method and compared using the log-rank test. Univariate and multivariate analyses were performed using the Cox proportional hazards model to identify the independent variables predictive of OS and RFS. A two-sided *P*< 0.05 was deemed statistically significant.

## Results

### 5-FU and OX-resistant CRC cells promote cancer stemness

HCT116 and SW480 cells were used to generate 5-FU- and OX-resistant cells after long-term exposure to these drugs (Fig. 1a). Both cell lines showed increased resistance to 5-FU and OX in cell viability assays (Fig. 1b). 

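RNA-seq libraries were made from HCT116 and SW480 cells, both human CRC cell lines, in 3 groups per line: untreated cells (WT), cells made resistant to 5-FU (5-FU res) and cells made resistant to OX (OX res). Each group had 3 libraries, 18 in all. The methods state a start at 5 µM of either drug, a gradual increase and at least 20 passages, whereas the sample labels give 5 to 70 µM 5-FU and 5 to 35 µM OX over about 6 months. The sources do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. Stranded mRNA libraries were sequenced as single reads on a DNBSEQ-G400, trimmed with Trimmomatic 0.38 and aligned to hg19 with TopHat2 2.1.1. The authors turned the alignments into FPKM (fragments scaled by exon length and mapped reads) with Cufflinks 2.2.1 as the methods state, or Cuffdiff 2.2.1 as the submitters' processing notes list. The deposited values are FPKM for 26255 gene symbols, so the number of reads per library is unknown and no counting interval can be given. The FPKM of a library summed to 701434 to 720744 (median 707464) in HCT116 WT, 596975 to 630176 (median 599866) in HCT116 5-FU res and 451767 to 502356 (median 481612) in HCT116 OX res cells. In SW480 the sums were 680346 to 804635 (median 720586) in WT, 525965 to 542643 (median 539355) in 5-FU res and 537849 to 550847 (median 539822) in OX res cells. As in the paper, FPKM were divided by the library's sum to give TPM, each transcript's share of the library. With this step the median log2 fold change of all genes tested against WT cells was 0.18 in HCT116 5-FU res, 0.60 in HCT116 OX res, 0.44 in SW480 5-FU res and 0.36 in SW480 OX res cells, so changes of gene lists are given relative to the mean of all genes tested. Transcripts of ribosomal proteins took 22.5% ± 0.592 (SD, n = 3) of the TPM in HCT116 WT, 24.7% ± 1.09 in HCT116 5-FU res and 12.6% ± 0.514 in HCT116 OX res cells. In SW480 cells the shares were 22.0% ± 0.687 in WT, 14.4% ± 0.0344 in 5-FU res and 16.7% ± 0.231 in OX res cells. Fold changes also ran with transcript length, with genes put in 4 equal groups by length. The group with the longest transcripts had median log2 fold changes of 0.60, 0.84, 0.61 and 0.73 in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells. The group with the shortest had -0.21, 0.21, 0.21 and 0.023. Each comparison was tested with limma on log2(TPM + 1), over genes with a TPM of 1 or more in at least 3 of the 9 libraries of the line. Fold changes are on that scale, which understates the change of low genes. Genes of a list are called higher or lower at an adjusted p under 0.05 over all genes tested, with no threshold on the fold. Lists were compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation, both 2-sided and adjusted over the lists. The lists named after Hallmark sets were written from memory and need not hold the same members.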

To characterize 5-FU- and OX-resistant cells, RNA-seq and an enrichment analysis of hallmark pathways were performed and conducted, respectively (Supplementary Fig. 1). These resistant cells were positively enriched in the TGF-β signalling pathway, which has been reported as a regulator of cancer stemness and metastasis [35]. Moreover, they were negatively enriched in Myc pathway, which has been shown to directly interact with SMAD2/3 to inhibit TGF-β signalling [36] (Fig. 1c). 

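Messenger RNA of TGF-β signalling genes rose in HCT116 resistant cells. Whether the pathway signals in these cells was not measured. Of 52 measured genes of the list, 38 were higher and 8 lower in 5-FU res than in WT cells, and 47 were higher and 5 lower in OX res cells. In SW480 cells, 38 of 51 were higher and 6 lower in 5-FU res, and 39 were higher and 6 lower in OX res cells. PMEPA1, which encodes a TGF-β-induced inhibitor of SMAD signalling, went from 0.876 ± 0.257 TPM (SD, n = 3) in HCT116 WT to 19.1 ± 1.5 in 5-FU res (log2 fold change 3.43, standard error 0.11, adjusted p = 2.5e-10 from limma). It was 37.1 ± 1.90 TPM in OX res cells (log2 fold change 4.35, standard error 0.11, adjusted p = 1.0e-11 from limma). In SW480 5-FU res cells ENG, the gene of the TGF-β co-receptor endoglin, had a log2 fold change of 4.03 and PMEPA1 of 1.96, while ID2, an inhibitor of DNA binding induced by BMP signalling, had -3.44. THBS1, the gene of thrombospondin 1, which activates latent TGF-β, had a log2 fold change of 3.48 in HCT116 OX res and 1.83 in SW480 OX res cells. CDH1, the gene of E-cadherin, had -2.70 in HCT116 OX res, -2.11 in SW480 5-FU res and -2.15 in SW480 OX res cells. In HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells, 38 and 8, 47 and 5, 38 and 6 and 40 and 6 genes were higher and lower when adjusted over the list alone. By median-of-ratios scaling the splits were 34 and 12, 31 and 12, 25 and 15 and 29 and 13. Relative to all genes, the list's mean log2 fold change was 0.46 (standard error 0.11, adjusted p = 0.0021 from camera) in HCT116 5-FU res and 0.53 (standard error 0.16, adjusted p = 0.0066) in HCT116 OX res cells. These calls were lost, with adjusted p = 0.54 and 0.45 with an estimated correlation. For SW480 5-FU res cells it was 0.17 (standard error 0.15, adjusted p = 0.13) and passed after quantile normalization (0.22, adjusted p = 0.029) and with no filter on low values (0.26, adjusted p = 0.023). In SW480 OX res cells it was 0.21 (standard error 0.11, adjusted p = 0.053) and passed when WT replicate 1, 2 or 3 or OX res replicate 3 was left out, with 0.23, 0.17, 0.22 and 0.22 (adjusted p = 0.0498, 0.025, 0.048 and 0.033), and by median-of-ratios scaling (0.18, adjusted p = 0.037). With the trend on transcript length removed, a step chosen after seeing the data, it fell to 0.10 (adjusted p = 0.049). Over all camera settings the adjusted p ran from 0.023 to 0.85 in SW480 5-FU res and from 0.0049 to 0.77 in SW480 OX res cells. In the pooled screen of both lines 14 of 52 genes of the list were called higher, against 4.46 expected among genes with a mean TPM of 1 or more (1-sided Fisher test, adjusted p = 0.0014).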

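MYC target genes fell in the resistant cells of both lines. Of the 200 measured genes of the MYC targets V1 list, the numbers lower were 132 in HCT116 5-FU res, 157 in HCT116 OX res, 117 in SW480 5-FU res and 98 in SW480 OX res cells, and those higher 42, 22, 27 and 45 in the same order. Of 58 measured genes of the V2 list, 39, 48, 38 and 27 were lower and 10, 5, 6 and 12 higher. CDC20, an activator of the anaphase-promoting complex, went from 435 ± 10.3 TPM (SD, n = 3) in HCT116 WT to 151 ± 3.29 in 5-FU res (log2 fold change -1.52, standard error 0.052, adjusted p = 5.8e-10 from limma). It was 53.8 ± 3.78 TPM in OX res cells (log2 fold change -2.99, standard error 0.052, adjusted p = 1.1e-12 from limma). MCM2, a subunit of the replicative helicase, went from 179.7 ± 15.1 to 66.9 ± 1.14 TPM in SW480 5-FU res (log2 fold change -1.41, standard error 0.072, adjusted p = 3.1e-08 from limma). SRM, the spermidine synthase, went from 214 ± 9.53 to 91.2 ± 0.386 TPM in SW480 OX res cells (log2 fold change -1.22, standard error 0.046, adjusted p = 1.2e-08 from limma). MYC itself had log2 fold changes of 0.52 in HCT116 5-FU res, -1.69 in HCT116 OX res, -0.0018 in SW480 5-FU res and 0.39 in SW480 OX res cells, that is 0.34, -2.29, -0.45 and 0.029 relative to the median gene. By median-of-ratios scaling MYC fell in SW480 5-FU res cells (-0.49, adjusted p = 3.1e-05 from limma, range over all settings 1.8e-05 to 0.99) and its value turned to -0.031 in SW480 OX res cells (adjusted p = 0.66, range 2.2e-05 to 0.66). Relative to all genes, the V1 list had mean log2 fold changes of -0.46 (0.032), -1.13 (0.048), -0.70 (0.032) and -0.47 (0.027) (standard error in parentheses), with adjusted p = 8.6e-12, 7.2e-43, 3.0e-26 and 4.3e-16 from camera. The V2 list had -0.47 (0.063), -1.31 (0.085), -0.76 (0.049) and -0.48 (0.048), with adjusted p = 2.2e-07, 1.2e-26, 6.9e-17 and 4.1e-09. With an estimated correlation the adjusted p was 0.20, 0.029, 0.20 and 0.63 for V1 and 0.079, 0.0071, 0.035 and 0.14 for V2, so both lists kept the call in HCT116 OX res cells and V2 also in SW480 5-FU res cells. After quantile normalization V1 in HCT116 5-FU res cells had -0.060 and lost its call (adjusted p = 0.21, range over all camera settings 1.9e-14 to 0.21). Adjusted over the list alone, 42 and 132, 22 and 157, 26 and 116 and 45 and 98 genes of V1 were higher and lower, and 10 and 39, 5 and 48, 6 and 38 and 12 and 27 of V2. By median-of-ratios scaling the splits were 18 and 154, 4 and 193, 5 and 186 and 10 and 167 for V1. For V2 they were 5 and 47, 0 and 58, 1 and 55 and 2 and 48.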

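Among the cell cycle and respiratory genes that the enrichment analysis of Fig. 1c also covers, DNA replication genes and E2F targets fell in HCT116 cells. Of 56 measured, 46 were lower and 4 higher in 5-FU res. Its relative mean was -0.68 (standard error 0.054, adjusted p = 3.3e-12 from camera, and adjusted p = 0.068 with an estimated correlation). Of the same genes 56 were lower and 0 higher in OX res cells. The relative mean of the list was -2.07 (standard error 0.094, adjusted p = 5.1e-41, and adjusted p = 0.0071 with an estimated correlation). TK1, the thymidine kinase of proliferating cells, went from 433 ± 17.0 to 54.0 ± 2.18 TPM in HCT116 OX res cells (SD, n = 3; log2 fold change -2.98, standard error 0.057, adjusted p = 1.8e-12 from limma). For SW480 OX res cells 10 of 56 were higher and 25 lower, turning to 0 and 46 by median-of-ratios scaling. The mean relative to all genes was -0.52 (standard error 0.045, adjusted p = 4.1e-09, and adjusted p = 0.63 with an estimated correlation). In SW480 5-FU res cells 28 were higher and 15 lower, turning to 7 and 40 by median-of-ratios scaling. For this list the relative mean was -0.34 (standard error 0.063, adjusted p = 0.069). The list passed there without WT replicate 2 (-0.35, adjusted p = 0.046) and by median-of-ratios scaling (-0.40, adjusted p = 4.2e-05), with a range of 4.2e-05 to 0.79 over all camera settings. Mitosis genes fell in HCT116 OX res cells, where 44 of 47 were lower and 1 higher. This gave a relative mean of -2.12 (standard error 0.11, adjusted p = 2.2e-34, and adjusted p = 0.029 with an estimated correlation). In HCT116 5-FU res cells 24 were lower and 15 higher, or 10 and 31 higher and lower by median-of-ratios scaling. Its relative mean was -0.35 (standard error 0.088, adjusted p = 0.0051, and adjusted p = 0.55 with an estimated correlation). The call was lost after quantile normalization (-0.15, adjusted p = 0.13, range 2.2e-04 to 0.55). In SW480 cells 28 and 31 of 47 mitosis genes were higher and 9 and 4 lower in 5-FU res and OX res, which turned to 9 and 23 and to 12 and 20 by median-of-ratios scaling. The list did not pass camera (adjusted p = 0.46 and 0.63), except in 5-FU res by median-of-ratios scaling (-0.25, adjusted p = 0.035, range 0.035 to 0.91). Genes of oxidative phosphorylation fell in all 4 comparisons. Of 77 measured, 75, 58, 43 and 47 were lower and 1, 4, 15 and 5 higher in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells, and in SW480 5-FU res cells the split was 0 and 73 higher and lower by median-of-ratios scaling. Their relative means were -0.88, -0.89, -0.68 and -0.59 (adjusted p = 5.9e-25, 5.0e-22, 1.3e-14 and 2.4e-18), with adjusted p = 0.048, 0.034, 0.035 and 0.036 with an estimated correlation. When adjusted over the list alone, 4 and 46, 0 and 56, 27 and 15 and 9 and 24 E2F genes were higher and lower. Likewise 15 and 24, 1 and 44, 28 and 9 and 31 and 4 mitosis genes were. Of the respiratory genes 1 and 75, 3 and 58, 15 and 43 and 5 and 47 were.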

Next, the expression of surface markers on CRC stem cells was examined [29] and found that many stem cell marker genes were highly expressed in these drug-resistant cells (Fig. 1d). 

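Several of the 13 CRC stem cell markers were higher in resistant cells. ALCAM, a cell adhesion molecule used as a CRC stem cell marker, rose from 27.5 ± 1.88 to 98.4 ± 5.13 TPM (SD, n = 3) in HCT116 5-FU res (log2 fold change 1.80, standard error 0.068, adjusted p = 1.2e-09 from limma). It rose to 164 ± 12.7 TPM in HCT116 OX res (log2 fold change 2.54, standard error 0.068, adjusted p = 2.1e-11 from limma) and from 0.217 ± 0.0343 to 2.06 ± 0.331 TPM in SW480 5-FU res cells (log2 fold change 1.33, standard error 0.12, adjusted p = 2.9e-06 from limma). The integrin genes ITGB1 and ITGAV, which encode the β1 and αV chains, had log2 fold changes of 1.03 and 1.31 in HCT116 5-FU res, 0.83 and 1.11 in HCT116 OX res, 1.22 and 0.98 in SW480 5-FU res and 0.98 and 1.91 in SW480 OX res cells. CD44, a hyaluronan receptor, rose in HCT116 5-FU res (0.97), HCT116 OX res (1.24) and SW480 5-FU res cells (0.53), while in SW480 OX res it was 78.9 ± 1.60 against 74.6 ± 9.78 TPM in WT cells (log2 fold change 0.088, standard error 0.082, adjusted p = 0.35 from limma). Relative to the median gene, these values are 0.79, 0.64, 0.091 and -0.28. By median-of-ratios scaling CD44 did not pass in SW480 5-FU res (0.052, adjusted p = 0.36, range over all settings 2.0e-05 to 1.00) and was lower in SW480 OX res cells (-0.33, adjusted p = 1.5e-04, range 2.6e-07 to 0.83). Without WT replicate 1 it was higher there (0.17, adjusted p = 0.048). SOX2, a pluripotency factor, rose from 0.224 ± 0.0737 to 14.0 ± 0.481 TPM in SW480 5-FU res (log2 fold change 3.62, standard error 0.10, adjusted p = 5.2e-10 from limma). It reached 4.10 ± 0.342 TPM in SW480 OX res cells (log2 fold change 2.06, standard error 0.10, adjusted p = 7.1e-08 from limma). EPCAM, the epithelial cell adhesion molecule, fell in HCT116 OX res (-2.51), SW480 5-FU res (-1.61) and SW480 OX res cells (-0.55). It was higher in HCT116 5-FU res cells (0.32), but not by median-of-ratios scaling (0.072, adjusted p = 0.32, range 8.4e-07 to 0.32). LGR5, the intestinal stem cell receptor, had a log2 fold change of 1.33 in SW480 OX res cells, and CD24 of 1.31 in HCT116 OX res, 1.08 in SW480 5-FU res and -0.52 in SW480 OX res cells. DPP4 had -0.75 in HCT116 5-FU res and 0.95 in HCT116 OX res cells, the latter lost after quantile normalization (0.19, adjusted p = 0.27, range 1.8e-05 to 0.27). PROM1, the gene of CD133, had -0.42 in HCT116 OX res and 0.25 in HCT116 5-FU res cells. The latter turned to -0.058 after quantile normalization (adjusted p = 0.39, range 0.0081 to 0.80) and did not pass without WT replicate 1 or 2 or 5-FU res replicate 1 or 3 (adjusted p = 0.068, 0.071, 0.068 and 0.062). For SW480 5-FU res cells NANOG had 1.12 and POU5F1 0.74, which was 0.14 after quantile normalization (adjusted p = 0.45, range 6.0e-04 to 0.45). Of the 8 markers measured in HCT116, 7 were higher and 1 lower in 5-FU res and 6 higher and 2 lower in OX res cells. Of 10 in SW480, 8 were higher and 1 lower in 5-FU res and 5 higher and 2 lower in OX res cells. Adjusted over the list alone, 7 and 1, 6 and 2, 8 and 1 and 5 and 2 were higher and lower. Because the study shows these markers for these cells, this is not independent evidence of their direction. Relative to all genes the list's mean log2 fold change was 0.46, 0.10, 0.48 and 0.23. It passed camera in HCT116 5-FU res cells (adjusted p = 0.048) but not with an estimated correlation (adjusted p = 0.35) or by median-of-ratios scaling (adjusted p = 0.068, range over all camera settings 0.013 to 0.35), and not in the other 3 comparisons (adjusted p = 0.74, 0.30 and 0.99).

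**Figure D1:**
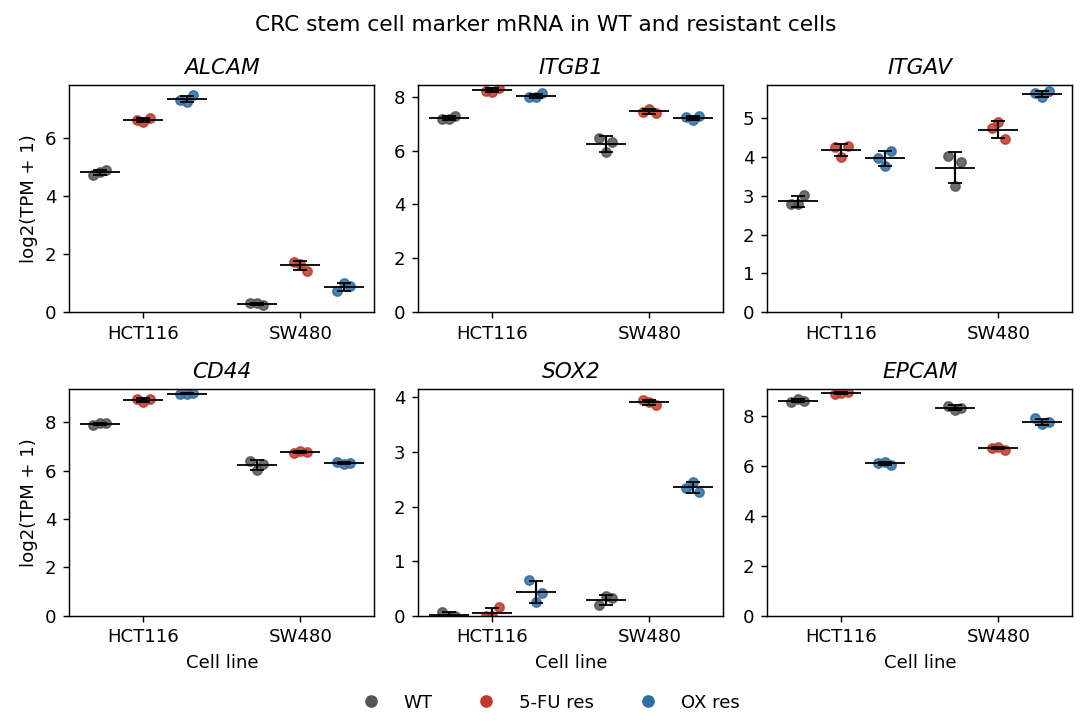
Messenger RNA of 6 CRC stem cell markers as log2(TPM + 1) in each library of HCT116 and SW480 cells, WT in grey, 5-FU res in red and OX res in blue, where points are libraries (3 per group) and the black line and bar are their mean and SD. EPCAM lies below WT in HCT116 OX res and in both SW480 resistant groups, and SOX2 is at 14.0 and 4.10 TPM in the SW480 5-FU res and OX res groups.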

Based on ssGSEA enrichment scores of stemness in the KEGG pathways [37], significantly increased stemness was observed in both cell lines (Fig. 1e). These results suggest that TGF-β signalling and cancer stemness are upregulated in 5-FU and OX-resistant cells.

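The ssGSEA score of the 13 CRC stem cell markers, computed over all 26255 genes, was higher in resistant than in WT SW480 cells: 3812 ± 99.5 (SD, n = 3) in 5-FU res and 3155 ± 63.3 in OX res against 2238 ± 36.4 in WT cells. Every resistant SW480 library scored above every WT library, with a mean difference of 1246 (2-sided exact permutation test of 6 against 3 libraries, p = 0.012, the smallest p this design allows). Its size depends on how genes are ranked and weighted: it was 292 with only genes at a TPM of 1 or more ranked and 531 with a weight of 1 (exact p = 0.012 and 0.012). In HCT116 cells the score was 4601 ± 269.6 in 5-FU res, 4256 ± 156 in OX res and 3882 ± 489 in WT cells, a difference of 547 between resistant and WT cells (same exact test, p = 0.060). The score sums ranks, so no ratio of scores is given. ALCAM, ITGB1 and ITGAV, 3 of the 5 adhesion molecules and integrins among the markers, rose in both lines, which CD44 and CD24 did not do in SW480 OX res cells. Without these 3 markers the difference was 71.1 in HCT116 (exact p = 0.86) and 1149.8 in SW480 cells (exact p = 0.024). Leaving out EPCAM, which fell in HCT116 OX res cells, gave 715 in HCT116 cells (exact p = 0.048). The mean of log2(TPM + 1) over the 13 markers differed by 0.43 in HCT116 (exact p = 0.012) and 0.65 in SW480 cells (exact p = 0.012). This mean is not relative to all genes, whose median log2 fold change was 0.18 and 0.60 in HCT116 and 0.44 and 0.36 in SW480 5-FU res and OX res cells. HCT116 WT replicate 1 scored 4446, and without it the HCT116 difference was 829 (exact p = 0.036, the smallest that 6 against 2 libraries allow). Without any 1 of the other 8 libraries it did not pass (exact p = 0.071 to 0.32), with 396 and 416 without WT replicate 2 and 3. With the trend on transcript length removed before ranking, a step chosen after seeing the data, the difference was 166 in HCT116 (exact p = 0.39) and 708 in SW480 cells (exact p = 0.012). The paper's text does not name the KEGG gene set, so the marker genes of its methods were scored.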

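Messenger RNA of genes of the TGF-β pathway itself changed in some of the comparisons, which does not show whether the pathway was active. SMAD3, a TGF-β signal transducer, rose in HCT116 5-FU res cells from 42.7 ± 1.72 to 115 ± 5.13 TPM (SD, n = 3; log2 fold change 1.40, standard error 0.071, adjusted p = 1.1e-08 from limma). The receptor gene TGFBR2 rose in SW480 5-FU res cells from 13.3 ± 3.29 to 43.5 ± 2.60 TPM (log2 fold change 1.66, standard error 0.14, adjusted p = 1.2e-06 from limma), with 1.38 in SW480 OX res and 0.68 in HCT116 5-FU res cells. In HCT116 OX res, SW480 5-FU res and SW480 OX res cells SMAD3 had 0.21, 0.17 and 0.27, less than the median gene, and these turned to -0.42, -0.28 and -0.14 by median-of-ratios scaling (adjusted p = 1.4e-05, 0.0028 and 0.091, ranges over all settings 4.0e-08 to 0.070, 4.2e-05 to 0.37 and 5.9e-05 to 0.091). TGFBR2 in HCT116 OX res cells had 0.15 (adjusted p = 0.14), which turned to -0.44 by that scaling (adjusted p = 2.4e-04, range 1.3e-05 to 0.49). SMAD2, the partner of SMAD3, had log2 fold changes of 0.76 in HCT116 5-FU res, 0.81 in HCT116 OX res, 0.56 in SW480 5-FU res and 0.56 in SW480 OX res cells, which are 0.58, 0.22, 0.12 and 0.20 relative to the median gene. By median-of-ratios scaling SMAD2 did not pass in SW480 cells (0.14 in 5-FU res, adjusted p = 0.21, and 0.19 in OX res, adjusted p = 0.088). With the trend on transcript length removed, a step chosen after seeing the data, it was lower in all 4 comparisons (-0.66, -0.30, -0.24 and -0.61, adjusted p = 1.2e-04, 0.015, 0.0075 and 1.8e-05). Over all settings the adjusted p of SMAD2 ran from 2.4e-04 to 0.56 and 7.6e-06 to 0.91 in SW480 5-FU res and OX res cells. TGFB1, the gene of the ligand, rose in SW480 5-FU res (1.01) and SW480 OX res cells (0.81). In HCT116 OX res cells it had 0.41, which turned to -0.22 by median-of-ratios scaling (adjusted p = 0.025 from limma, range 1.4e-04 to 0.65). For HCT116 5-FU res cells it had 0.15 (adjusted p = 0.13), or 0.23 without WT replicate 1 (adjusted p = 0.025, range 0.024 to 0.58). KLF4, a transcription factor of pluripotency, rose in HCT116 OX res cells from 11.8 ± 0.216 to 91.8 ± 6.76 TPM (log2 fold change 2.85, standard error 0.085, adjusted p = 4.5e-11 from limma), and had 1.26 and 1.17 in SW480 5-FU res and OX res cells. Of the intestinal stem cell and WNT target genes, 21 of 27 were higher and 3 lower in SW480 OX res cells, or 17 and 6 higher and lower by median-of-ratios scaling. The relative mean of the list was 0.52 (standard error 0.16, adjusted p = 0.0044 from camera, and adjusted p = 0.75 with an estimated correlation). The transcription factor gene SOX4 had a log2 fold change of 2.89. That list did not pass in HCT116 5-FU res (12 higher and 4 lower, 11 and 7 by median-of-ratios, adjusted p = 0.41), HCT116 OX res (17 and 5, 10 and 6, adjusted p = 0.86) or SW480 5-FU res cells (13 and 5, turning to 10 and 14, adjusted p = 0.73). Adjusted over the list alone, 12 and 4, 17 and 5, 13 and 5 and 21 and 3 were higher and lower.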

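Mesenchymal genes rose in HCT116 OX res cells, where 26 of 31 were higher and 3 lower. The mean relative to all genes was 0.95 (standard error 0.25, adjusted p = 0.0040 from camera, and adjusted p = 0.36 with an estimated correlation). They also rose in SW480 5-FU res cells, where 29 of 36 were higher and 3 lower, or 24 and 6 by median-of-ratios scaling. For this list the relative mean was 0.53 (standard error 0.15, adjusted p = 0.0061, and adjusted p = 0.54 with an estimated correlation). ZEB1, a repressor of E-cadherin, had log2 fold changes of 3.41 in HCT116 OX res, 2.23 in SW480 5-FU res and 2.26 in SW480 OX res cells. The list did not pass camera in HCT116 5-FU res (14 higher and 12 lower, turning to 10 and 15 by median-of-ratios scaling, adjusted p = 0.84) or SW480 OX res cells (23 and 5, 18 and 10 by median-of-ratios, adjusted p = 0.37). Epithelial junction genes fell in HCT116 OX res cells, where 23 of 34 were lower and 8 higher, or 2 and 29 higher and lower by median-of-ratios. This gave a relative mean of -1.63 (standard error 0.32, adjusted p = 1.7e-11, and adjusted p = 0.095 with an estimated correlation). They were led by RAB25, a small GTPase of epithelial transport (-6.78), and ST14, the protease matriptase (-5.84). In SW480 5-FU res cells 12 of 31 were lower and 11 higher, turning to 4 and 20 higher and lower by median-of-ratios. Its relative mean was -0.64 (standard error 0.17, adjusted p = 7.9e-04, and adjusted p = 0.54 with an estimated correlation). The members' mean was -0.20 and their median 0.057 before all genes were subtracted, so the median has the other sign than the test. In SW480 OX res cells 11 were lower and 14 higher, turning to 7 and 18. The relative mean of the list was -0.34 (standard error 0.14, adjusted p = 0.013, and adjusted p = 0.75 with an estimated correlation). Before subtraction they had a mean of 0.037 and a median of -0.15, so the mean has the other sign than the test. The call was lost by median-of-ratios scaling (-0.37, adjusted p = 0.055, range over all camera settings 0.0044 to 0.75). In HCT116 5-FU res cells 20 were higher and 5 lower (14 and 13 by median-of-ratios, adjusted p = 0.27), and the list passed as higher after quantile normalization (0.25, adjusted p = 0.023, range 0.023 to 0.81). Across HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells, 14 and 12, 26 and 3, 29 and 3 and 23 and 5 mesenchymal genes were higher and lower when adjusted over the list alone. Of the epithelial genes 20 and 5, 8 and 23, 11 and 12 and 14 and 11 were. From the positive enrichment of TGF-β signalling, the negative enrichment of the Myc pathway, the marker genes and the stemness scores, the paper proposes that TGF-β signalling and cancer stemness are raised in the resistant cells. For the Myc pathway it cites a report that Myc interacts with SMAD2/3 and inhibits TGF-β signalling.

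**Figure D2:**
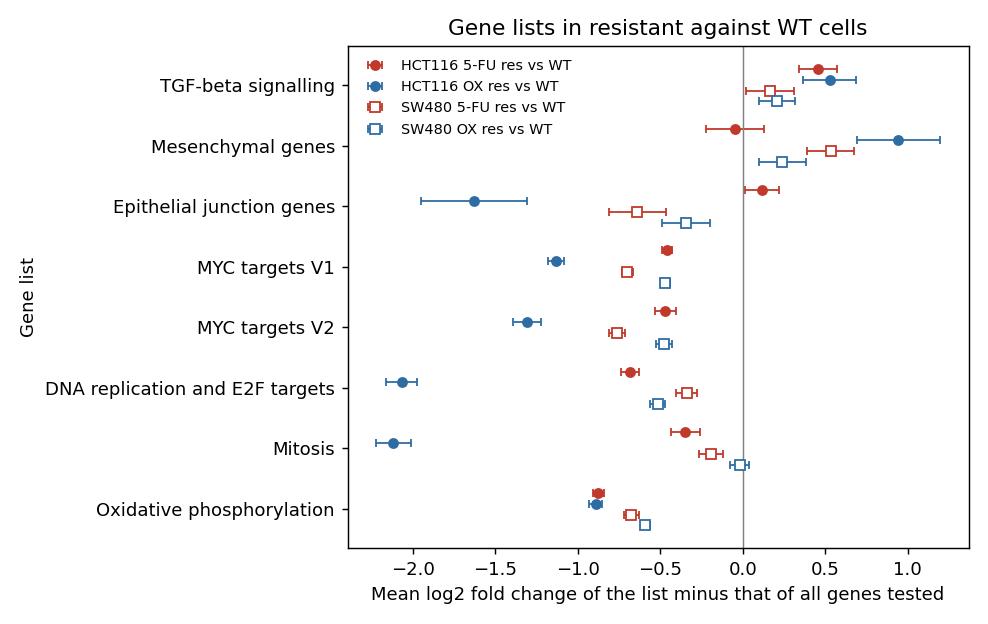
Mean log2 fold change of 8 gene lists in resistant against WT cells, minus the mean of all genes tested, in HCT116 (filled circles) and SW480 (open squares), 5-FU res in red and OX res in blue; bars are standard errors over the genes of a list, taken as independent, and the vertical line at 0 is the mean of all genes. The MYC, E2F, mitosis and epithelial lists lie lowest in HCT116 OX res cells, at -1.13 and -1.31 for MYC V1 and V2, -2.07 for E2F, -2.12 for mitosis and -1.63 for the epithelial genes.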

**Fig. 1:**
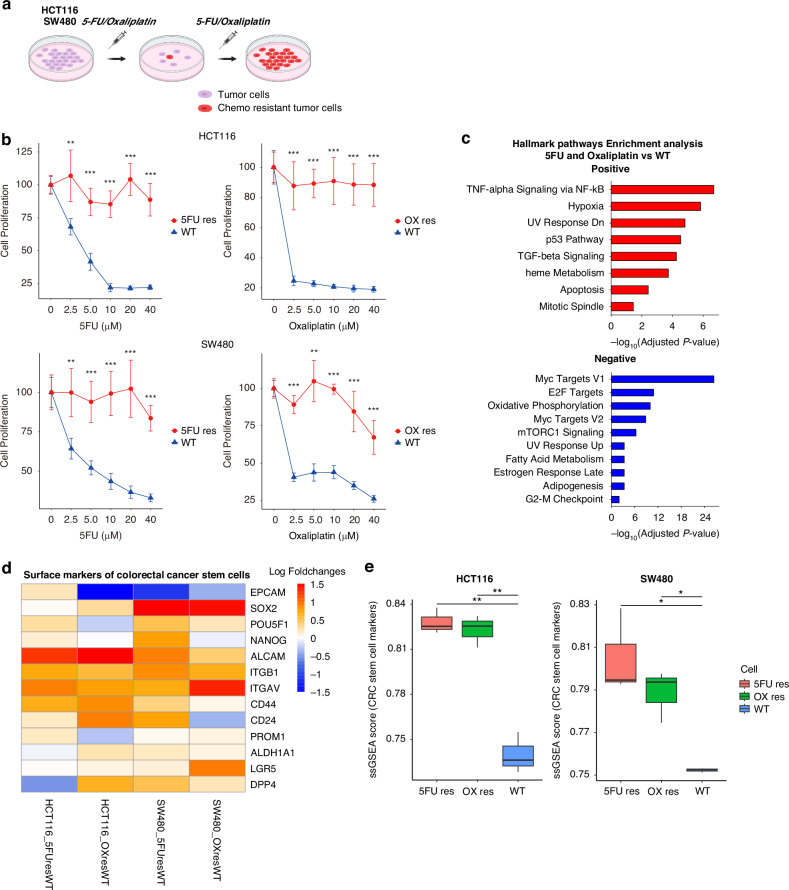
Generation and characteristics of 5-FU and Oxaliplatin resistant (5FU res, OX res) colorectal cancer cells. **a** Schematic representation of the generation of 5-FU- and oxaliplatin-resistant colorectal cancer cells. **b** Proliferation assay analysis of CRC cells with 5-FU/Oxaliplatin resistant versus control cells (*n* = 5). **c** Hallmark pathway enrichment analysis of CRC cells with 5-FU/Oxaliplatin resistant versus control. **d** Heatmap of the expression of surface markers in colorectal cancer stem cells with 5-FU/Oxaliplatin resistant versus the control, categorized by their biological functions. **e** Comparison of enrichment scores for cancer stem cell-related genes in KEGG pathways. *P < 0.05, **P < 0.01, ***P < 0.001; *P* values were determined using Welch’s t-test.

### Epithelial cells in the chemotherapy cases of CRC increase cancer stemness

The relationship between chemotherapy and cancer stemness in CRC tissues was evaluated using publicly available CRC scRNA-seq data from six patients from GSE178318 (three preoperative chemotherapy cases and three untreated cases) [28]. The scRNA-seq data contained 133,132 cells and nine cell types were annotated with marker genes (Fig. 2a). We performed enrichment analysis using CRC stem cell marker genes for all cell types (Fig. 2b). In epithelial cells, the CRC stemness scores were significantly higher in the chemotherapy cohort than in the non-treated cohort for all cells of primary CRC and liver metastasis origins (Fig. 2c). To characterize the stemness of the epithelial cells, we classified them into four groups based on the CRC stemness score (Fig. 2d, Supplementary Fig. 2a). In both the primary CRC and liver metastasis cases, the chemotherapy cohort had a higher proportion of cells with high stemness scores than the untreated cohort (Fig. 2e, Supplementary Fig. 2b). Furthermore, enrichment analysis was performed on the GO biological processes for cells with a high stemness score. GO analysis revealed that SMAD protein phosphorylation, which promotes TGF-β signalling, was positively enriched (Fig. 2f). These analyses of CRC clinical samples indicated that the chemotherapy cohort had a high proportion of high stem cells and was positively associated with TGF-β signal pathways. These results are consistent with our findings in chemoresistant CRC cell lines.

**Fig. 2:**
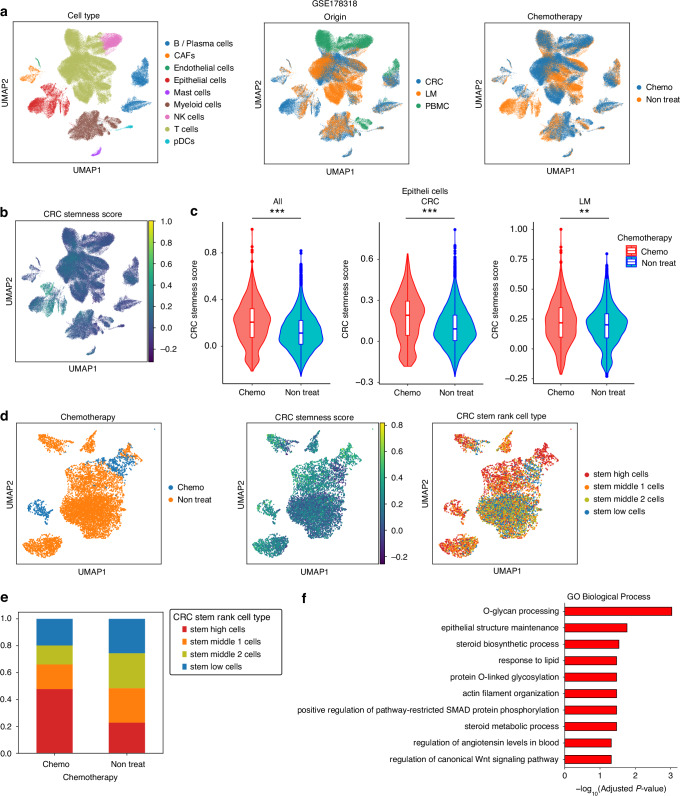
Analysis of the association between chemotherapy and cancer stemness in single-cell colorectal cancer (CRC) data. **a** Uniform Manifold Approximation and Projection (UMAP) of cell types in all cells (left), tissues (middle), and treatments (right). Tissue origins consisted of primary CRC, liver metastasis (LM), and peripheral blood mononuclear cells (PBMCs). **b** CRC stemness scores in UMAP representations. **c** Enrichment analysis of the CRC stemness score in epithelial cells treated with chemotherapy versus untreated cells. **d** UMAP of epithelial cells in treatments (left), CRC stemness scores (middle), and CRC stemness ranking types (right). **e** Proportion of cells classified based on stemness scores. **f** Gene Ontology (GO) enrichment analysis of biological processes comparing high-stemness epithelial cells with other epithelial cells.

### Identification of GDF15 involved in cancer stemness in CRC cells

Moreover, we identified novel driver genes associated with chemotherapy and cancer stemness. 

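The resistant cells differed from WT cells in many named genes. For HCT116 5-FU res cells GAS6, a ligand of the AXL receptor (log2 fold change 3.62), BIRC3, the gene of an inhibitor of apoptosis (3.32), and NRP1, a semaphorin and VEGF co-receptor (3.23), were among the largest increases. The interferon-induced genes IFI6 (-7.19) and BST2 (-6.96) and the EGF receptor ligand EREG (-4.65) were among the largest decreases. For HCT116 OX res cells C3, the central complement protein (5.44), IGFBP3, a binding protein of insulin-like growth factors (4.35), and AKR1C3, an aldo-keto reductase (4.37), rose, and S100A14 (-6.84) and AP1M2, a subunit of an epithelial adaptor complex (-6.64), fell. For SW480 5-FU res cells F13A1, the A chain of coagulation factor XIII (6.62), GDA, guanine deaminase (5.99), and the keratin gene KRT7 (5.47) rose, and SYK, a tyrosine kinase (-3.33), and the keratin gene KRT13 (-3.30) fell. For SW480 OX res cells SERPINI1, the gene of neuroserpin (4.68), and TMEM200A (3.93) rose, and TNNC1, a troponin gene (-3.06), and LCN2, lipocalin 2 (-2.42), fell. The rule for naming these genes required the 3 resistant libraries on one side of the 3 WT libraries. At an adjusted p under 0.05 and a log2 fold change beyond 1 from limma, 1621 and 535 genes were higher and lower in HCT116 5-FU res and 3991 and 676 in HCT116 OX res cells, of 14010 tested. In SW480 there were 2576 and 400 in SW480 5-FU res and 1930 and 171 in SW480 OX res cells, of 14039 tested. These splits depend on the scaling. In the same order they were 1034 and 1009, 1480 and 1798, 1177 and 1070 and 819 and 566 by median-of-ratios scaling. In FPKM as deposited they were 824 and 841, 1292 and 1512, 968 and 891 and 590 and 508. After quantile normalization they were 806 and 739, 1271 and 1318, 915 and 937 and 625 and 547. Between the resistant groups, 727 and 2424 genes were higher and lower in HCT116 5-FU res than in HCT116 OX res cells (1301 and 1277 by median-of-ratios scaling), and 911 and 647 in SW480 cells (778 and 706). In HCT116, 974 genes were higher and 123 lower in both resistant groups (462 and 25.8 for independent lists). In SW480 there were 963 and 66 (354 and 4.87). The drugs gave opposite calls for 130 genes in HCT116 and 12 in SW480. With the trend on transcript length removed, a step chosen after seeing the data, both groups shared 243 and 219 (66.6 and 70.0 for independent lists) in HCT116 and 247 and 153 (41.7 and 25.2 for independent lists) in SW480. Simulated unchanged groups against the same WT libraries shared 0 genes in either direction without that step, and with it a mean of 0.050 higher genes in SW480 and 0 otherwise. The covariance of the 2 sets of fold changes was 0.27 in HCT116 and 0.27 in SW480, against simulated values of 0.015 and 0.018. Their correlation was 0.41 and 0.55, against simulated values of 0.51 and 0.48. Part of the excess may come from the shared WT libraries. Of 12824 genes tested in both lines, 265 were higher in all 4 comparisons (60.5 for independent lines) and 3 lower (0.386). Among them were the growth factor gene IGF2 (mean log2 fold change 2.80), the chemokine gene CXCL1 (2.43) and the protease inhibitor gene SERPINE2 (2.33), with GAL, the gene of galanin, lower (-2.51). With the 12 resistant and 6 WT libraries of both lines pooled, a 2-sided exact Wilcoxon test with the same thresholds called 1216 genes higher and 41 lower of 21739 tested. The counts were 206 and 307 in FPKM as deposited and 158 and 153 with the trend on transcript length removed, a step chosen after seeing the data. Of the genes called higher by the exact test, 1197 had a higher mean in each of the 4 comparisons and 249 a difference over 1 in each. Of the genes Fig. 3b names, DAB2 (1.56), CHD6 (1.68), TSPAN5 (1.65) and PDCD4 (1.44) passed, while SARAF (0.75) and ANKH (0.96) stayed under the threshold on the fold. The scRNA-seq data of the second criterion were not analysed here.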

From 26,255 genes in the RNA-seq data of CRC cell lines, 902 candidate genes were extracted, which satisfied the following two criteria: (1) mRNA overexpression in chemoresistant cells compared to control cells (adjusted *p* < 0.05, log2 fold changes>1), and (2) genes common to the scRNA-seq data (Fig. 3a). Among these 902 genes, the growth differentiation factor 15 (GDF15) was identified as the most highly expressed gene in the chemotherapy cohort and in epithelial cells with a high stemness score (Fig. 3b). GDF15 is a stress-induced cytokine, a member of TGF-β superfamily, and is highly expressed during tissue injury, oxidative stress, and cancer [38]. 

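GDF15 (ENSG00000130513), which encodes a secreted cytokine of the TGF-β superfamily, lies on chromosome 19 from 18485541 to 18499986 on the + strand in the GENCODE annotation lifted to hg19. The transcript used for its length has 1200 bases. GDF15 mRNA was higher in resistant than in WT cells in both lines and with both drugs. In HCT116 it was 525 ± 55.3 TPM (SD, n = 3) in WT, 973 ± 87.4 in 5-FU res and 1607 ± 89.3 in OX res cells. In SW480, where WT cells held far less, it was 7.04 ± 0.379 TPM in WT, 73.9 ± 2.58 in 5-FU res and 36.0 ± 1.60 in OX res cells. These are 1.85 and 3.06 times the WT mean in HCT116 and 10.5 and 5.12 times in SW480 cells. In each comparison the lowest resistant library was above the highest WT library, and chance separates the groups in one direction or the other in 10% of genes. The log2 fold change was 0.89 in HCT116 5-FU res (standard error 0.079, adjusted p = 9.0e-07 from limma) and 1.62 in HCT116 OX res cells (standard error 0.079, adjusted p = 2.3e-09). In SW480 it was 3.22 in 5-FU res (standard error 0.068, adjusted p = 8.7e-11) and 2.20 in OX res cells (standard error 0.068, adjusted p = 3.6e-09). Relative to the median of all genes tested, the same changes are 0.71, 1.02, 2.78 and 1.84. The change with 5-FU differed between the lines, HCT116 minus SW480, by -2.33 (adjusted p = 3.4e-14 from limma, test of the difference). When the 12 resistant libraries of both lines were pooled against the 6 WT libraries, the difference in log2(TPM + 1) was 1.98 (2-sided exact Wilcoxon test, p = 0.10, adjusted p = 0.25). The lowest HCT116 WT library held 485 TPM and the highest resistant SW480 library 76.8 TPM. With cell line as a covariate limma gave an adjusted p = 1.2e-05 for the same libraries, and 5.0e-05 with the replicate number added. Over all settings the pooled adjusted p ran from 1.2e-05 to 0.46.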

RNA-seq analysis of resistant cells showed that GDF15 mRNA levels were significantly higher in 5-FU- and OX-resistant cells than in control cells for both cell lines (Fig. 3c). Moreover, scRNA-seq analysis showed that GDF15 was highly expressed in the epithelial cells (Fig. 3d, e). In both primary CRC and liver metastasis cases, epithelial cells of the chemotherapy cohort and high-stemness cells showed high GDF15 expression (Fig. 3f, g, Supplementary Fig. 3). These results suggested that GDF15, which is involved in the TGF-β signalling, may be associated with high stemness after chemotherapy.

**Fig. 3:**
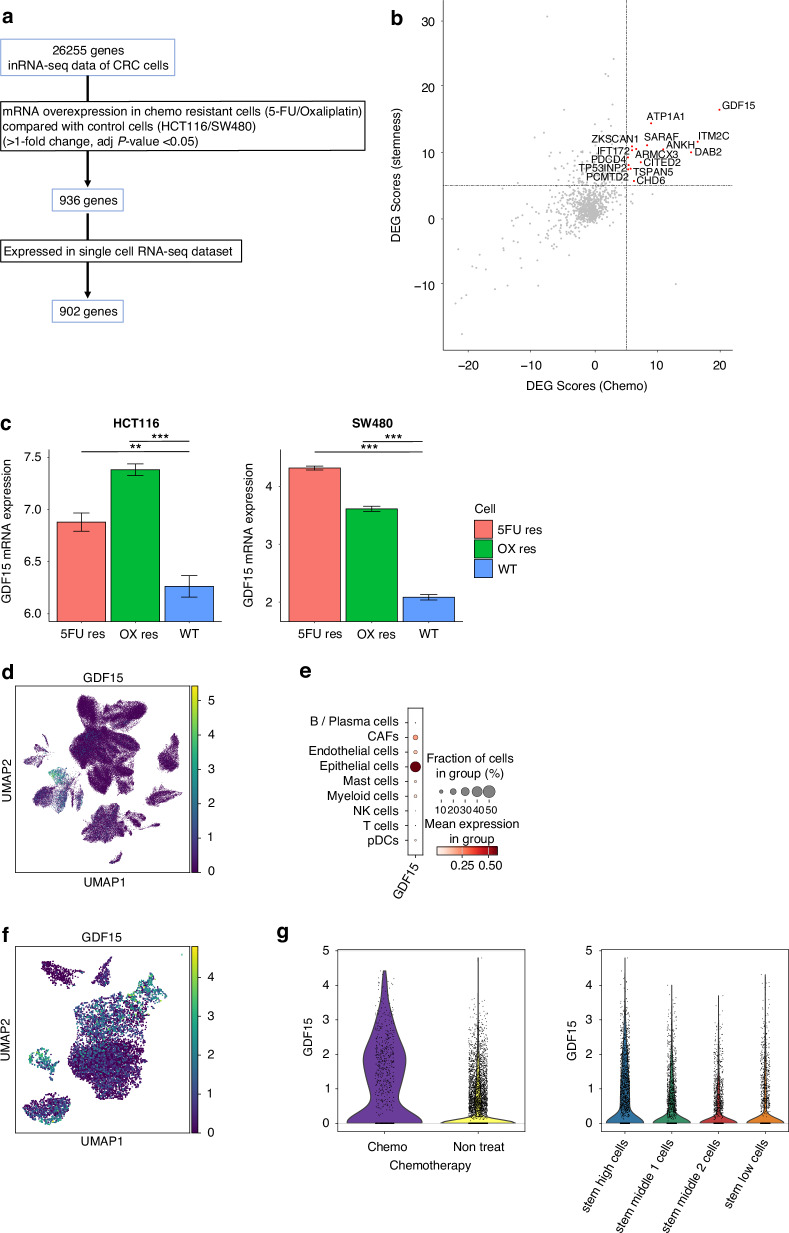
High expression of GDF15 in both 5-FU/Oxaliplatin resistant colorectal cancer cells and single-cell colorectal cancer (CRC) data. **a** Identification of highly expressed genes in the RNA-seq data of CRC cells and single-cell RNA-seq data. **b** Differentially expressed genes in the high stemness cell and chemotherapy groups. **c** GDF15 mRNA expression in the RNA-seq data of 5-FU/Oxaliplatin resistant and control cells. **d** Uniform Manifold Approximation and Projection (UMAP) of GDF15 expression in all cells. **e** Dot plot of the expression and proportion of GDF15 per cell subtype in different cell types; the circle size represents the cell proportion. **f** UMAP of GDF15 expression in primary CRC epithelial cells. **g** Violin plot of GDF15 expression levels in primary CRC epithelial cells based on chemotherapy status (left) and CRC stemness rank types (right).

### Spatial transcriptomic analysis integrated with scRNA-seq of CRC tissues

To examine the relationship between spatial GDF15 expression and chemotherapy in CRC tissues, spatial transcriptomic analysis was performed at the single-cell level using previously published CRC data [30] (Supplementary Fig. 4a–b). After integration analysis, the pathological clusters were clustered based on pathological diagnosis and spatial distribution of gene expression (Fig. 4a). For chemotherapy-treated CRC tissues, clusters were classified into residual tumour areas and chemotherapy response areas. Consistent with the scRNA-seq analysis, the number of high-stemness epithelial cells was high in the residual tumour areas of chemotherapy-treated CRC tissues (Fig. 4b and Supplementary Fig. 4d). Regarding the spatial distribution of CRC stemness scores, the residual tumour areas of chemotherapy-treated CRC tissues were significantly larger than those of the other tumour areas (Fig. 4c, d). GDF15 expression was assessed in CRC tissues, and the residual tumour areas of chemotherapy-treated CRC tissues were found to have highly expressed GDF15, which is consistent with the spatial distribution of high CRC stemness scores (Fig. 4e, f). GO analysis revealed that the cellular response to cytokine stimuli and stress processes was enriched in the tumour residual areas of chemotherapy-treated CRC tissues (Fig. 4g). Furthermore, we predicted ligand-mediated intercellular communication from high-stemness epithelial cells to other epithelial cells by combining data on colocalization scores, gene expression at the single-cell level, and ligand-receptor relationships. In particular, PGF and ANGPT2 were found to promote tumour cell migration (Fig. 4h) [39, 40]. These integrative spatial analyses indicated that GDF15 expression was positively correlated with CRC stemness in residual tumour regions after chemotherapy. These results are consistent with our findings in chemotherapy-resistant CRC cells and scRNA-seq analysis.

**Fig. 4:**
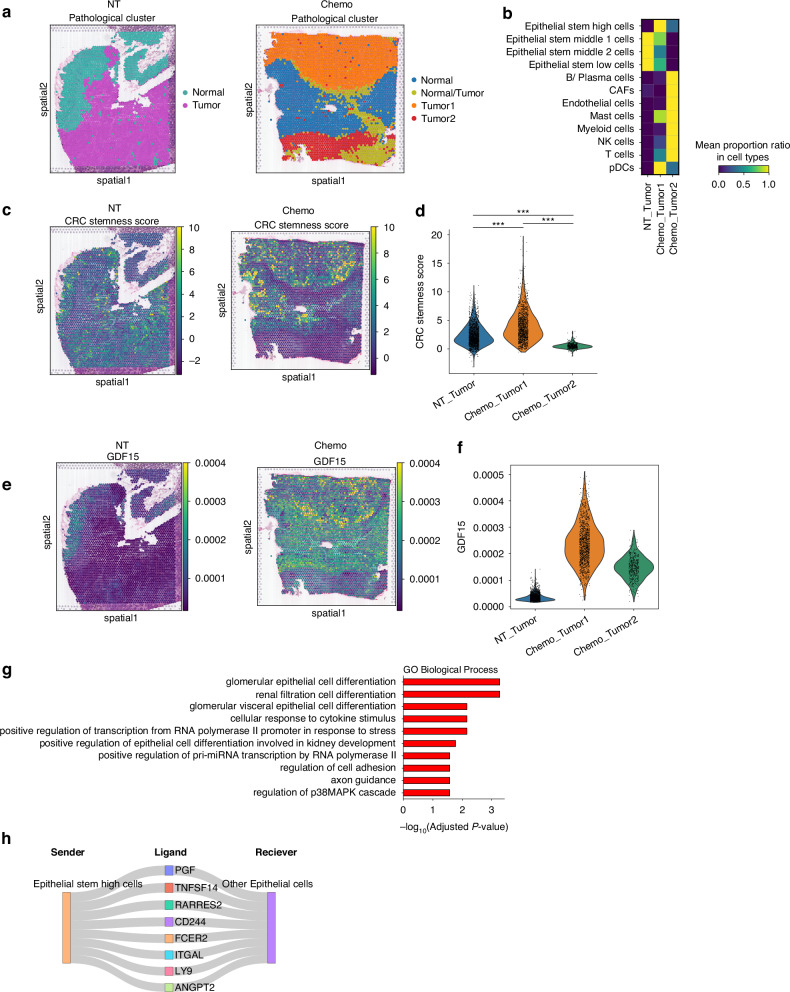
Integrative analysis of spatial transcriptomic and single-cell analysis revealing a positive correlation between GDF15 expression and colorectal cancer (CRC) stemness. **a** Spatial visualization of pathological clusters classified using the Leiden algorithm and pathological diagnosis in untreated (NT) and chemotherapy (Chemo) CRC sample slides. **b** Heatmap of the mean proportion values per spatial pathological diagnosis of each cell type in the tumour areas. **c** Spatial distribution of CRC stemness scores in untreated and chemotherapy-treated CRC sample slides. **d** Violin plot representing the CRC stemness score in tumour areas of untreated and chemotherapy-treated CRC samples. ***P < 0.001. *P* values were determined using the Wilcoxon rank-sum test. **e** Spatial distribution of GDF15 expression in untreated and chemotherapy-treated CRC sample slides. **f** Violin plot representing GDF15 expression in tumour areas of untreated and chemotherapy-treated CRC samples. **g** Gene Ontology (GO) enrichment analysis of biological processes comparing chemotherapy tumour areas where cancer cells remained (Chemo_Tumor1) to other areas. **h** Ligand activity initiated from epithelial stem cells to other epithelial cells. The widths of the lines correspond to ligand activity scores.

### GDF15 promotes chemotherapy resistance and stemness in CRC cells

GDF15 was assumed to play a significant role in inducing 5-FU and OX resistance and CRC cancer stemness. To validate our hypothesis, the HCT116 cell line was used for GDF15 overexpression analysis. The mRNA levels of KLF4, SOX2, POU5F1, ITGAV, and ITGAB1 were significantly increased by GDF15 overexpression in CRC cells (Fig. 5a, Supplementary Fig. 5). Western blot analysis showed that the expression of KLF4, SOX2, and POU5F1 increased in GDF15 overexpressing cells (Fig. 5b). GDF15 expression was also elevated in 5-FU- and OX-resistant cells (Fig. 5c, d). Furthermore, to determine the association between GDF15 and stemness, a sphere formation assay was performed, which revealed that the number of spheroids significantly increased in stable GDF15 overexpressing cells (Fig. 5e). Consistently, flow cytometry revealed a significant increase in the proportion of CD44⁺CD133⁺ cells in GDF15-overexpressing cells compared to that in control cells (Fig. 5f), further supporting enhanced cancer stemness. Next, a cell viability analysis was performed using HCT116 cells stably overexpressing GDF15. Compared to control cells, GDF15 overexpressing cells exhibited reduced sensitivity to 5-FU and OX (Fig. 5g). Finally, wound healing assays were performed using stable GDF15 overexpressing cells, which revealed that these cells significantly enhanced cell migration (Fig. 5h). These results highlight the critical role of GDF15 in inducing stemness and its involvement in chemotherapy resistance to 5-FU and OX, and epithelial-mesenchymal transition (EMT).

**Fig. 5:**
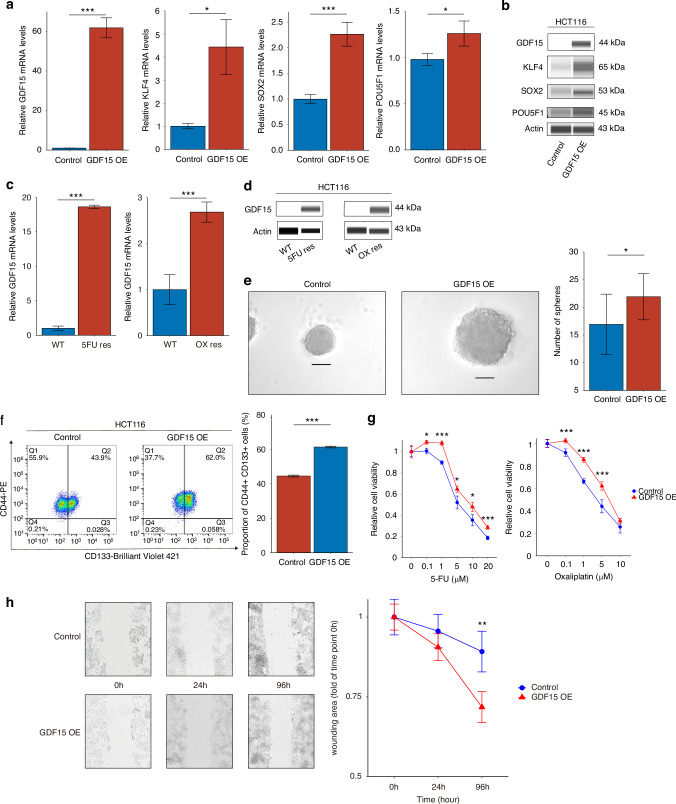
In vitro analysis of cancer stemness and chemotherapy resistance in GDF15 overexpression cells. **a** GDF15, KLF4, SOX2, and POU5F1 mRNA expression in HCT116 cells with GDF15 stably overexpression and in control colorectal cancer (CRC) cells. *P < 0.05, ***P < 0.001; *P* values were determined using Welch’s *t*-test. **b** Protein expression using western blot analysis (WB) for GDF15, KLF4, SOX2, POU5F1, and Actin in GDF15 stably overexpression and CRC cells. **c** GDF15 mRNA expression according to RT-qPCR in 5-FU/Oxaliplatin resistant and control HCT116 cells. ***P < 0.001; *P* values were determined using Welch’s t-test. **d** Protein expression using WB for GDF15 and Actin in 5-FU/Oxaliplatin resistant and control HCT116 cells. **e** Sphere formation assay of CRC cells showing induction of sphere-forming activity with stable GDF15 overexpression and control CRC cells (*n* = 12). Scale bars, 100 μm; original magnification, ×200. *P < 0.05; *P* values were determined using Welch’s t-test. **f** Flow cytometric analysis of CD44 and CD133 expression in HCT116 cells with stable GDF15 overexpression and control CRC cells (*n* = 6). ***P < 0.001; *P*-values were determined using Welch’s *t*-test. **g** Proliferation assay of CRC cells with stable GDF15 overexpression and control CRC cells treated with 5-FU (left) and oxaliplatin (right) (*n* = 5). *P < 0.05, ***P < 0.001; *P* values were determined using Welch’s *t*-test. **h** Wound healing assay to determine cell migration. Wound-healing assays were performed at 0, 24, and 96 h in HCT116 cells with GDF15 stably overexpression and in control CRC cells (*n* = 5). Representative phase-contrast microscopy images showing the area covered by the cells at 0, 24, and 96 h after wounding. Original magnification: 10 × (left). Cell migration was determined by the rate of cells moving towards the scratched area over time using the ImageJ software. **P < 0.01; *P* values were determined using Welch’s t-test.

### Clinical significance of GDF15 expression levels in CRC cases after adjuvant chemotherapy

GDF15, which is highly expressed in various cancer types, has potential as a diagnostic and prognostic biomarker for cancer [38, 41]. The association between GDF15 expression and prognosis was investigated using immunohistochemical analysis of CRC liver metastatic tissues after primary CRC resection in 53 patients with stage II and III CRC. GDF15 expression was observed in the membrane and/or cytoplasm, with varying degrees of staining intensity: negative staining in 5 cases, weak staining in 23 cases, moderate staining in 15 cases, and strong staining in 10 cases (Fig. 6a). GDF15 expression in adjuvant chemotherapy cases after primary CRC resection was higher than that in untreated cases (Fig. 6b). Our cohort data showed that high GDF15 expression was significantly associated with recurrence time after primary CRC resection in all cases and in adjuvant chemotherapy cases (Fig. 6c, d, Supplementary Fig. 6). In the clinicopathological analysis, high GDF15 expression was associated with an elevated frequency of adjuvant chemotherapy, lymph node metastasis in the primary tumour, and higher Beppu scores (Supplementary Table S3). Preoperative chemotherapy response was also evaluated; however, no difference was observed between the high- and low-GDF15 groups (Supplementary Table S4). Furthermore, patients with high GDF15 expression had significantly poorer disease-free survival after R0 resection of liver metastases (Fig. 6e). In the multivariate analysis, the Beppu score (*p* = 0.030) and GDF15 expression (*p* = 0.0064) emerged as independent prognostic factors for recurrence-free survival in patients with CRC who underwent R0 liver metastasis resection (Table 1). These findings suggested that GDF15 may act as an important mediator of post-chemotherapy recurrence after primary CRC resection, given its association with poor prognoses.

**Fig. 6:**
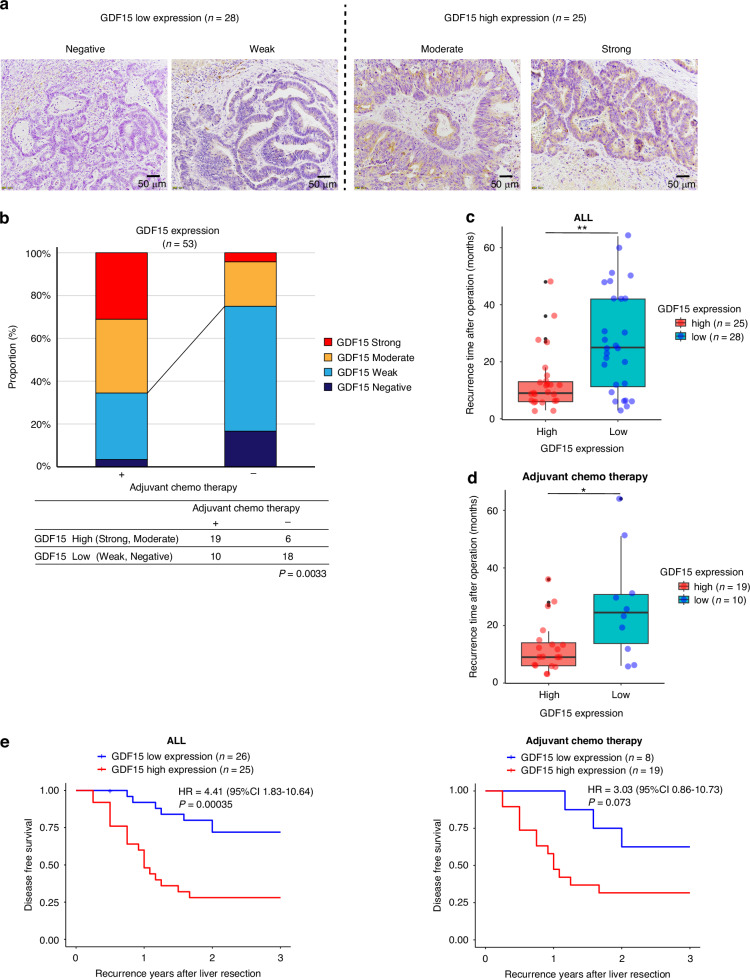
Clinical significance of GDF15 expression in human colorectal cancer (CRC) liver recurrence metastasis after primary CRC surgery. **a** Immunostaining for GDF15 in CRC liver recurrence and metastasis cases. **b** Proportion of cases classified based on GDF15 expression in adjuvant chemotherapy samples. *P*-values were determined using the chi-square test. Violin plot representing recurrence time after primary CRC surgery with high and low GDF15 expression in all cases (**c**) and adjuvant chemotherapy cases (**d**). *P < 0.05, **P < 0.01; *P*-values were determined using Welch’s *t*-test. **e** Disease-free survival rate after R0 liver recurrence resection in patients with CRC according to GDF15 expression in all cases (left) and adjuvant chemotherapy cases (right). Disease-free survival was estimated using the Kaplan–Meier method, and survival curves were compared using the log-rank test. CI confidence interval, HR hazard ratio.

**Table 1:** Univariate and multivariate analysis of clinicopathological factors affecting the recurrence survival in patients with colorectal cancer liver metastasis after R0 resection.

Variables	HR	Univariate	*P*-value	HR	Multivariate	*P*-value
		(95% CI)			(95% CI)	
Age(≥65 y/<65 y)	1.20	0.54–2.67	0.66			
Gender (male/female)	2.32	0.93–5.83	0.072			
Adjuvant chemotherapy (+/−)	1.86	0.82–4.21	0.14			
Size (>2 cm/≤2 cm)	0.88	0.40–1.96	0.76			
Number (>1/1)	2.04	0.90–4.62	0.088	1.12	0.38–3.31	0.84
Tumour location (rectum/colon)	0.72	0.29–1.80	0.48			
Histological type in liver metastasis (muc,por,sig /pap,tub)	0.56	0.08–4.12	0.57			
T stage in primary tumour (is,1,2/3,4)	1.27	0.48–3.39	0.63			
Lymph node metastasis in primary surgery (+/−)	2.25	0.99–5.11	0.052	0.46	0.14–1.58	0.22
CEA in liver metastasis resection (>5 ng/mL/≤5 ng/mL)	1.49	0.66–3.37	0.34			
CA19-9 in liver metastasis resection (>37 U/mL/≤37 U/mL)	2.12	0.95–4.73	0.068	1.67	0.68–4.10	0.27
Beppu score (≥7/ < 7)	4.21	1.90–9.37	0.00042	3.67	1.13–11.94	0.030
GDF15 expression (high/low)	4.41	1.83–10.64	0.00097	4.62	1.54–13.85	0.0064

*CI* confidential interval, *CRC* colorectal cancer, *HR* hazard ratio, *muc* mucinous adenocarcinoma, *por* poorly differentiated adenocarcinoma, *sig* signet ring carcinoma, *pap* papillary adenocarcinoma, *tub* tubular adenocarcinoma.

## Discussion

Chemoresistance in CRC can be classified as intrinsic or acquired [42, 43]. Intrinsic resistance is often associated with genetic alterations and diversification of signalling pathways, such as RAS mutations, which are known to cause resistance to anti-EGFR therapies [44, 45]. In clinical practice, these genetic profiles are used to identify molecular targeted therapies [15–18]. Acquired resistance develops when tumours that initially respond to treatment gradually become resistant. Several mechanisms have been implicated in this process, including activation of drug efflux transporters, alterations in DNA repair and apoptosis pathways, and modifications in the tumour microenvironment, and these mechanisms may act together and contribute to the development of cross-resistance [46, 47].

Traditionally, resistance mechanisms have been studied by long-term exposure of cancer cells to anticancer drugs to generate resistant cells [48]. There are reports in which anticancer drugs are administered according to clinical dosing schedules to evaluate the process of resistance acquisition along with associated cytological and molecular biological changes [49–51]. Our laboratory has also employed these methodologies and elucidated the mechanisms underlying chemoresistance and cancer stemness mediated by CCNG2 in pancreatic cancer, the induction of EMT and chemoresistance via crosstalk between IL-6 and TGF-β1 in biliary tract cancer, and the synergistic antitumor effect of combination therapy of gemcitabine with an anti-FGFR inhibitor in FGF-activating cholangiocarcinoma [52–54]. This study established CRC cell lines resistant to 5-FU and OX based on postoperative chemotherapy timelines. RNA-seq analysis of these resistant cells revealed enrichment of the TGF-β signalling pathway. TGF-β signalling has been widely associated with cancer stem cells (CSCs) and is considered a regulator of stemness [35]. TGF-β has been reported to act as a tumour suppressor by transmitting signals via SMAD proteins, but once cancer is formed, it promotes invasion and metastasis, and is also involved in EMT and the maintenance of CSCs [55]. CSCs have been reported to contribute to chemoresistance [56–61]. Increased expression of stem cell markers in 5-FU-resistant cells has been reported, suggesting a link between drug resistance and cancer stemness [62]. Based on these reports, we focused on the association between chemoresistance and properties of CSCs in CRC cells.

Advancements in scRNA-seq and ST-seq have enabled detailed analysis of the spatial distribution and gene expression profiles of individual cells, revealing cell-cell interactions within specific tumours [21, 22]. Previously, scRNA-seq and ST-seq data were integrated using a deep learning framework to analyse cell colocalization and reported that MDK signalling induces immune tolerance in the adenoma-carcinoma sequence during the early stages of cancer [23]. In this study, integrated analysis of publicly available scRNA-seq and ST data revealed increased stemness scores in chemotherapy-treated samples, and enrichment of TGF-β/SMAD signalling pathways in high-stemness cells [28, 30, 31]. Additionally, through RNA-seq of our chemotherapy-resistant CRC cell lines and clinical single-cell data, GDF15 (Growth Differentiation Factor 15) was identified as a gene associated with acquired chemoresistance.

GDF15, a member of the TGF-β superfamily, is a cytokine released under inflammatory stress [63]. It is expressed at low levels in normal colon tissue but is elevated in tumours under hypoxic or stress conditions [38, 64]. Its role in CRC progression, metastasis, and chemoresistance has attracted increasing attention in recent years [65]. Previous studies have reported that elevated GDF15 expression promotes EMT and metastasis and is associated with recurrence rates in stage I–III CRC [66, 67]. GDF15 upregulation has also been implicated in OX resistance [68]. Furthermore, an association between GDF15 and stemness has been reported in breast cancer, multiple myeloma, and glioma [69–71]. Based on these observations, we focused on the possibility that GDF15 expression in CRC contributes to chemoresistance via the acquisition of cancer stemness. 

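Genes of stress responses other than GDF15 were measured in the same libraries. p53 target genes rose in HCT116 cells, where 35 of 39 were higher and 4 lower in 5-FU res. The mean relative to all genes was 0.61 (standard error 0.13, adjusted p = 1.6e-06 from camera, and adjusted p = 0.32 with an estimated correlation). For OX res 38 of 39 were higher and 1 lower. For this list the relative mean was 1.25 (standard error 0.15, adjusted p = 1.9e-07, and adjusted p = 0.21 with an estimated correlation). In SW480 5-FU res cells 29 of 37 were higher and 2 lower, or 21 and 8 by median-of-ratios scaling. This gave a relative mean of 0.35 (standard error 0.11, adjusted p = 0.045, and adjusted p = 0.64 with an estimated correlation). The call was lost without WT replicate 1 (0.35, adjusted p = 0.057) or 5-FU res replicate 1 (0.36, adjusted p = 0.051) and with the replicate number as a block (0.35, adjusted p = 0.052). It was also lost with only the 2 groups compared in the fit (0.35, adjusted p = 0.057) and with only genes of a mean TPM of 5 or more (0.35, adjusted p = 0.077), with a range of 0.0056 to 0.64 over all camera settings. In SW480 OX res cells 27 of 37 were higher and 4 lower, or 17 and 8 by median-of-ratios scaling. Its relative mean was 0.21 (standard error 0.12, adjusted p = 0.18). It passed with no filter on low values (0.27, adjusted p = 0.036, range 0.036 to 0.77). TP53INP1, an inducer of apoptosis, had log2 fold changes of 2.41 in HCT116 5-FU res, 1.73 in SW480 5-FU res and 1.49 in SW480 OX res cells, and GADD45A, a growth-arrest gene, of 3.44 in HCT116 OX res cells. Genes of the integrated stress response, targets of ATF4 and CHOP, rose in HCT116 OX res cells, where 32 of 38 were higher and 3 lower, or 22 and 10 by median-of-ratios. The relative mean of the list was 0.71 (standard error 0.18, adjusted p = 0.0041, and adjusted p = 0.42 with an estimated correlation). DDIT3, the gene of CHOP, had 3.87. They fell in HCT116 5-FU res cells, where 10 were higher and 25 lower. The mean relative to all genes was -0.56 (standard error 0.12, adjusted p = 8.4e-05, and adjusted p = 0.33 with an estimated correlation). PHGDH, the initial enzyme of serine synthesis, had -1.87. For SW480 5-FU res cells 18 of 39 were higher and 14 lower, or 10 and 22 by median-of-ratios. For this list the relative mean was -0.36 (standard error 0.14, adjusted p = 0.042, and adjusted p = 0.54 with an estimated correlation). Before all genes were subtracted the members' mean was 0.078 and their median 0.19, of the other sign than the test. The call was lost without 5-FU res replicate 1 (-0.35, adjusted p = 0.051) or 2 (-0.34, adjusted p = 0.054), with a range of 0.024 to 0.54. For SW480 OX res cells 31 of 39 were higher and 5 lower, or 15 and 11 by median-of-ratios. This gave a relative mean of 0.18 (standard error 0.10, adjusted p = 0.035, and adjusted p = 0.75 with an estimated correlation). This call was lost by that scaling (0.15, adjusted p = 0.38, range 0.0022 to 0.75). Genes of the unfolded protein response of the endoplasmic reticulum fell in HCT116 5-FU res cells, where 10 of 30 were higher and 17 lower, or 7 and 19 by median-of-ratios. Its relative mean was -0.49 (standard error 0.15, adjusted p = 0.0030, and adjusted p = 0.34 with an estimated correlation). HSPA5, the chaperone BiP, had -1.31. That call was lost after quantile normalization (-0.31, adjusted p = 0.066, range 1.1e-05 to 0.34). They rose in HCT116 OX res cells, where 24 were higher and 2 lower, or 16 and 11 by median-of-ratios. The relative mean of the list was 0.28 (standard error 0.13, adjusted p = 0.024, and adjusted p = 0.42 with an estimated correlation). That call was lost by the same scaling (0.21, adjusted p = 0.21, range 7.2e-05 to 0.42). They did not pass in SW480 5-FU res (19 higher and 3 lower, 8 and 13 by median-of-ratios, adjusted p = 0.63) or OX res cells (19 and 4, 10 and 13 by median-of-ratios, adjusted p = 0.99). Across HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells, 35 and 4, 38 and 1, 30 and 2 and 27 and 4 p53 targets were higher and lower when adjusted over the list alone. Of the ATF4 and CHOP targets 10 and 25, 32 and 3, 18 and 14 and 31 and 5 were. Of the unfolded protein response genes 10 and 17, 24 and 2, 19 and 3 and 19 and 4 were.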

In the present study, GDF15 expression was found to be upregulated in chemoresistant CRC cells, suggesting that long-term exposure to anticancer agents induces GDF15 expression as a stress response. In our in vitro experiments, GDF15-overexpressing CRC cells showed increased resistance to 5-FU and OX, upregulation of stem cell markers,　enhanced sphere-forming ability, and an increased proportion of CD44⁺CD133⁺ cells, indicating that GDF15 expression is associated with chemoresistance and cancer stemness. Moreover, we found significantly higher GDF15 expression in the adjuvant chemotherapy group when comparing GDF15 expression in liver metastases between the adjuvant chemotherapy and non-chemotherapy groups using clinical samples from patients with CRC with liver metastasis. In metastatic CRC, there have been reports of altered apoptotic activity and proliferative capacity compared to primary tumours, with hypoxia acting as an aggravating factor [72, 73]. The involvement of EMT in metastasis has been well documented, and its association with TGF-β signalling has also been suggested [74, 75]. Zhan et al. indicated that GDF15–TGFBR2 signalling between cancer stem-like cells and myofibroblast-like CAFs promotes chemoresistance in liver metastases after 5-FU treatment [76]. Taken together, these findings suggest that GDF15 contributes to the resistance to 5-FU and OX by promoting cancer stem cell-like properties in CRC. Although GDF15 is classified within the TGF-β superfamily, its signalling activity is not limited to the typical TGF-β/SMAD pathway. Specifically, GDF15 can also activate alternative signalling pathways, including the GFRAL–RET–ERK/AKT, PI3K/AKT, MAPK, and NF-κB pathways [77–80]. These findings indicate that the biological functions of GDF15 extend beyond those of TGF-β itself, suggesting that GDF15 may represent a more selective therapeutic target; however, further investigation is required.

Additionally, high GDF15 expression has been reported as a biomarker associated with metastasis and poor prognosis of CRC [81–83]. We performed immunohistochemical staining of clinical samples from patients with recurrent liver metastases after primary tumour resection, which demonstrated that high GDF15 expression in CRC liver metastases was positively correlated with the rate of second recurrence after resection of recurrent liver metastases and negatively correlated with the time to second recurrence. Furthermore, multivariate analysis identified high GDF15 expression as an independent prognostic factor for second recurrence after hepatic resection. These findings suggest that high GDF15 expression may function as a poor prognostic marker even after recurrence and not only after primary tumour resection, as previously described. In our analysis incorporating the Beppu score, which is a well-established prognostic system for colorectal liver metastasis [27], both the Beppu score and GDF15 expression remained independent predictors of recurrence-free survival. Although patients with high GDF15 expression tended to exhibit elevated Beppu scores, the two variables contributed independent prognostic information, suggesting that GDF15 may reflect tumour biological features that are not fully captured by conventional clinical risk factors. In contrast, we observed no difference in response to chemotherapy between the high- and low-GDF15 groups, likely because we could not reliably evaluate the association between GDF15 expression and response to neoadjuvant chemotherapy in our cohort. This is because only a small proportion of patients received neoadjuvant treatment and there was substantial heterogeneity in chemotherapy regimens and clinical indications, as preoperative chemotherapy is not standardized for resectable colorectal liver metastases [84]. These limitations resulted in markedly variable clinical backgrounds, making it difficult to draw robust conclusions regarding chemotherapy sensitivity in relation to GDF15 expression. Larger and more uniform neoadjuvant cohorts are required to clarify whether GDF15 can serve as a predictive marker of chemotherapy response.

In conclusion, this study provides new insights into the mechanisms underlying drug resistance in CRC cells. Our findings indicate that GDF15 expression contributes to the acquisition of chemoresistance by promoting cancer stemness and is associated with early recurrence and poor clinical outcomes following hepatic resection. Therapeutic interventions targeting GDF15 may provide novel treatment options for patients with CRC with high GDF15 expression.

## Supplementary information

Supplementary Figures and Tables

## Data Availability

The data generated in this study were obtained from the Gene Expression Omnibus (GEO) dataset GSE289766.

# Supplementary material for: GDF15 promotes 5-Fluorouracil and Oxaliplatin resistance by promoting stem cell-like phenotype in colorectal cancer
**Source:** Br J Cancer. 2026 May 12;135(4):659–73. doi: 10.1038/s41416-026-03379-0
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

**Supporting Information:**

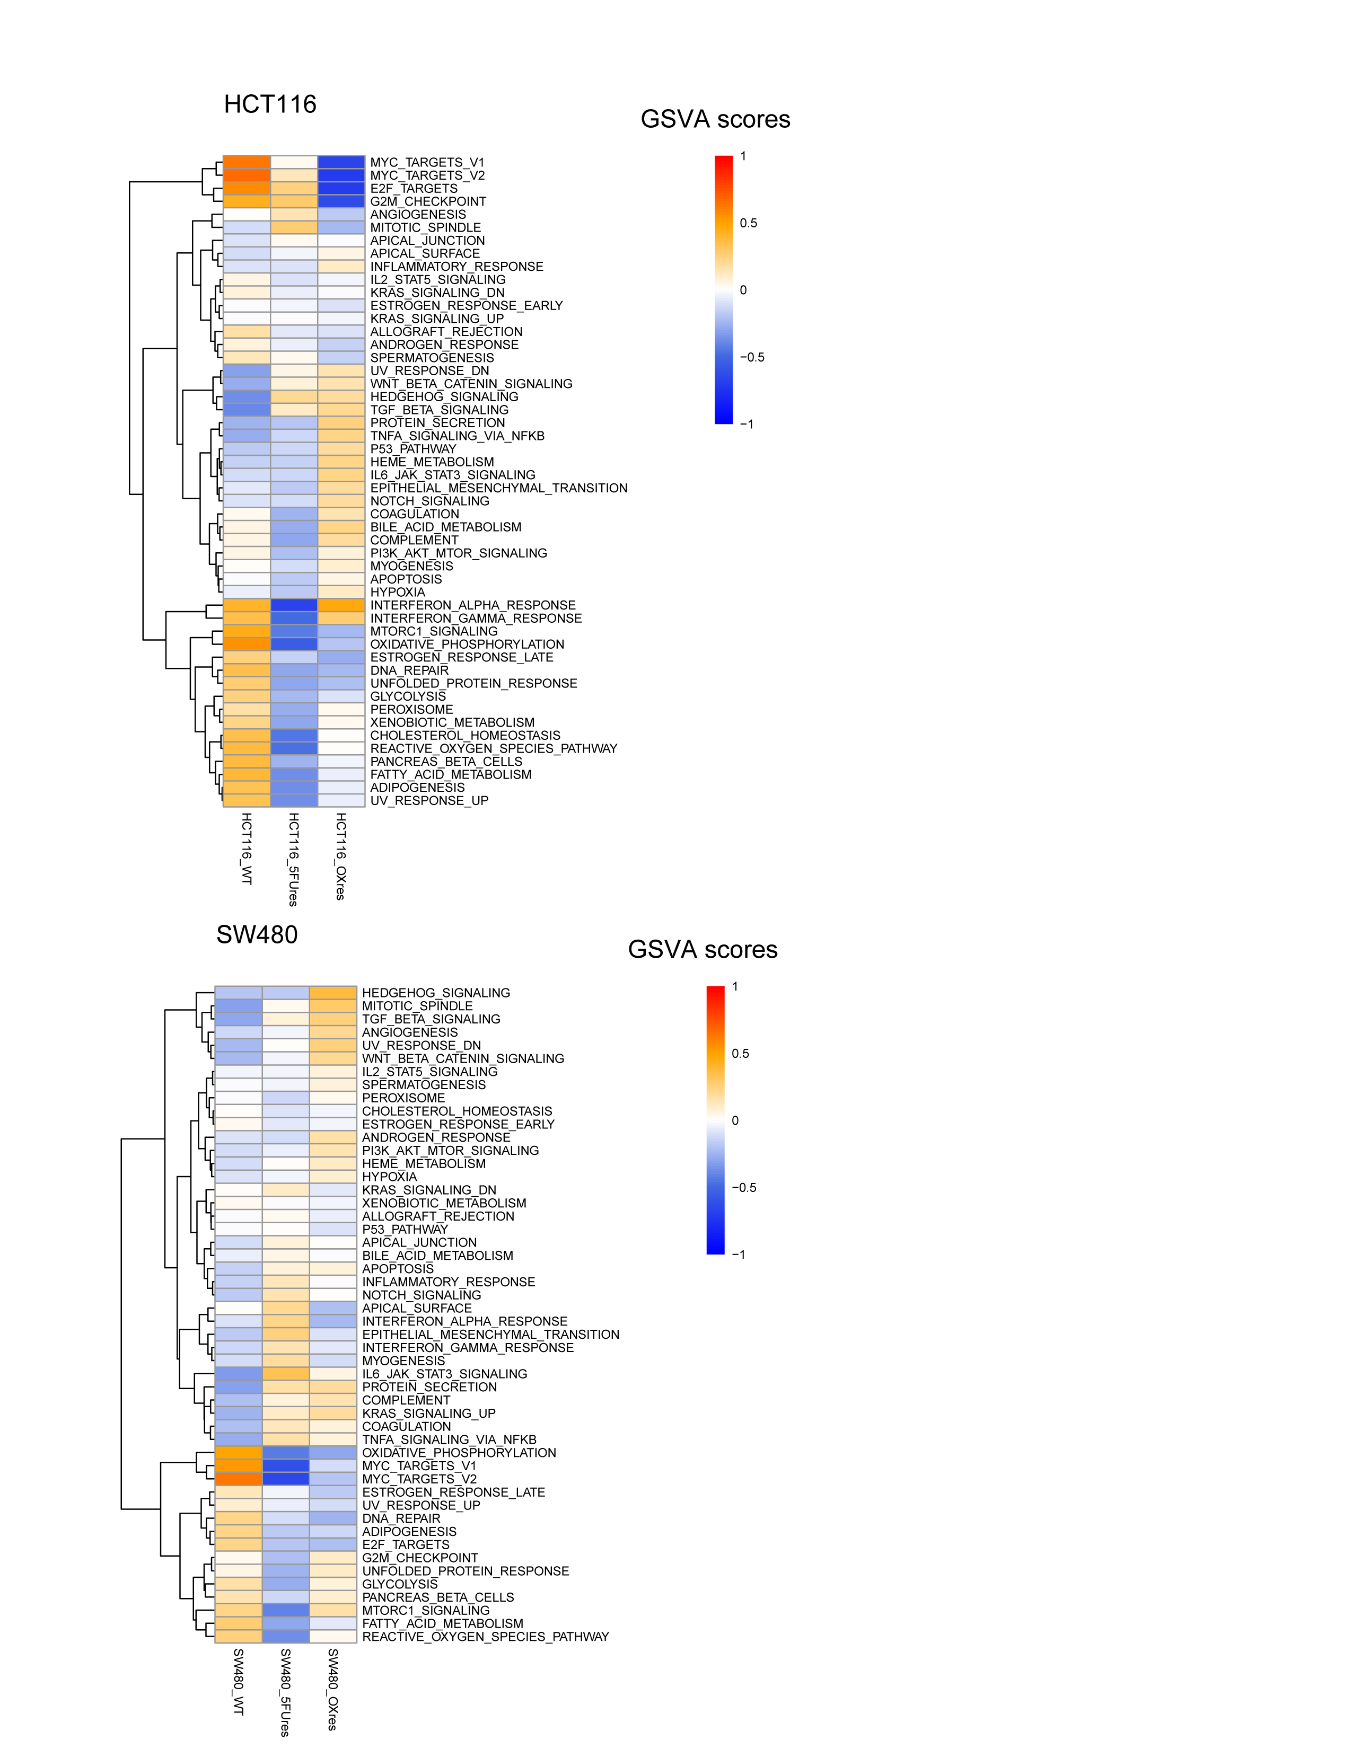

**Supplementary Figure 1. Gene Set Variation Analysis (GSVA) of Hallmark pathway in CRC cells with 5-FU/Oxaliplatin resistant versus control.**

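Interferon response genes fell in HCT116 5-FU res cells, where 1 of 60 were higher and 55 lower, and rose in HCT116 OX res cells, where 58 were higher and 1 lower. IFI27, an interferon-induced gene, went from 1181 ± 21.5 to 1.24 ± 0.294 TPM (SD, n = 3) in 5-FU res cells (log2 fold change -9.05, standard error 0.079, adjusted p = 6.9e-15 from limma). XAF1, an interferon-induced inhibitor of XIAP, went from 8.91 ± 1.12 to 136 ± 5.49 TPM in OX res cells (log2 fold change 3.79, standard error 0.093, adjusted p = 1.1e-11 from limma). Relative to all genes, the list had -2.39 in HCT116 5-FU res (adjusted p = 3.7e-29 from camera, and adjusted p = 0.0068 with an estimated correlation). It had 1.22 in HCT116 OX res cells (adjusted p = 7.5e-09, and adjusted p = 0.034 with an estimated correlation). In SW480 5-FU res cells 45 of 53 were higher and 4 lower, or 36 and 10 by median-of-ratios scaling. The mean relative to all genes was 0.45 (standard error 0.11, adjusted p = 0.0053, and adjusted p = 0.18 with an estimated correlation). Among OX res cells 34 were higher and 9 lower, or 20 and 13. For this list the relative mean was 0.031 (standard error 0.084, adjusted p = 0.60). Genes of the TNF and NF-κB response rose in all 4 comparisons. In HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells 38, 58, 47 and 44 were higher and 14, 1, 4 and 6 lower, of 63 measured in HCT116 and 61 in SW480. By median-of-ratios scaling the splits were 50 and 8 in HCT116 OX res, 40 and 12 in SW480 5-FU res and 32 and 14 in SW480 OX res cells. The list's relative means were 0.35, 1.04, 0.57 and 0.33 (adjusted p = 0.026, 1.9e-06, 0.0026 and 0.030), with adjusted p = 0.62, 0.27, 0.54 and 0.75 with an estimated correlation. In SW480 OX res cells the call was lost with only genes of a mean TPM of 5 or more (0.33, adjusted p = 0.079, range over all camera settings 6.2e-04 to 0.75). CXCL8, the gene of interleukin 8, had a log2 fold change of 4.40 in SW480 5-FU res cells, and CSF1, a macrophage growth factor, of 3.79 in HCT116 OX res cells. When adjusted over the list alone, 1 and 55, 58 and 1, 45 and 4 and 35 and 9 interferon response genes were higher and lower. Of the TNF response genes 38 and 14, 58 and 1, 47 and 4 and 44 and 6 were.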

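Cholesterol synthesis genes fell in HCT116 5-FU res cells, where 0 of 25 were higher and 20 lower. This gave a relative mean of -1.03 (standard error 0.11, adjusted p = 3.1e-10 from camera, and adjusted p = 0.026 with an estimated correlation). They also fell in HCT116 OX res cells, where 6 were higher and 12 lower, or 2 and 20 by median-of-ratios scaling. Its relative mean was -0.75 (standard error 0.17, adjusted p = 4.6e-05, and adjusted p = 0.053 with an estimated correlation). SQLE, squalene epoxidase, had a log2 fold change of -2.95 in HCT116 OX res cells. The list did not pass in SW480 5-FU res (18 higher and 4 lower, 9 and 10 by median-of-ratios, adjusted p = 0.73) or OX res cells (14 and 4, 9 and 10, adjusted p = 0.89). Hypoxia genes did not pass camera, with 20, 32, 22 and 29 higher and 17, 9, 11 and 4 lower in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells (adjusted p = 0.91, 0.089, 0.36 and 0.053). By median-of-ratios scaling the last 3 splits were 26 and 13, 16 and 20 and 22 and 12. In HCT116 OX res cells the list passed without WT replicate 2 or 3 (0.50 and 0.50, adjusted p = 0.041 and 0.046) and by median-of-ratios scaling (0.42, adjusted p = 0.019, range over all camera settings 1.1e-04 to 0.44). For SW480 OX res cells it passed without WT replicate 2 or 3 or OX res replicate 2 or 3 (0.29, 0.31, 0.31 and 0.31, adjusted p = 0.046, 0.045, 0.049 and 0.046, range 0.0056 to 0.77). NDRG1, a hypoxia-induced gene, had a log2 fold change of 2.72 in SW480 5-FU res cells. Apoptosis regulators rose in SW480 5-FU res cells, where 27 of 33 were higher and 0 lower, or 19 and 8 by median-of-ratios. The relative mean of the list was 0.32 (standard error 0.11, adjusted p = 0.028, and adjusted p = 0.54 with an estimated correlation). The call was lost with only genes of a mean TPM of 5 or more (0.28, adjusted p = 0.052, range 0.0024 to 0.54). In HCT116 5-FU res, HCT116 OX res and SW480 OX res cells 21, 27 and 24 were higher and 11, 4 and 3 lower (adjusted p = 0.37, 0.089 and 0.24), with 20 and 11 in HCT116 OX res and 15 and 9 in SW480 OX res cells by median-of-ratios. After quantile normalization the list passed in HCT116 OX res cells (0.41, adjusted p = 0.028, range 0.017 to 0.42). Genes of NRF2 and glutathione fell in HCT116 5-FU res cells, where 10 of 37 were higher and 21 lower, or 6 and 24 by median-of-ratios. The mean relative to all genes was -0.32 (standard error 0.10, adjusted p = 0.0051, and adjusted p = 0.19 with an estimated correlation). They also fell in SW480 5-FU res cells, where 16 of 36 were higher and 16 lower, turning to 7 and 18. For this list the relative mean was -0.37 (standard error 0.14, adjusted p = 0.0026, and adjusted p = 0.061 with an estimated correlation). Before subtraction the SW480 mean was 0.073 and the median 0.17, of the other sign than the test. Both calls were lost after quantile normalization (-0.12 and -0.16, adjusted p = 0.27 and 0.15, ranges 0.0016 to 0.27 and 3.1e-04 to 0.15). The list did not pass in HCT116 OX res (25 higher and 8 lower, 22 and 14 by median-of-ratios, adjusted p = 0.28) or SW480 OX res cells (23 and 7, 16 and 15, adjusted p = 0.89), but passed as higher after quantile normalization (0.83 and 0.34, adjusted p = 1.7e-04 and 0.026, ranges 1.7e-04 to 0.45 and 0.026 to 0.95). When adjusted over the list alone, 0 and 20, 6 and 11, 18 and 4 and 14 and 4 cholesterol genes were higher and lower. The hypoxia genes had 21 and 17, 32 and 9, 22 and 11 and 29 and 4. The apoptosis genes had 21 and 11, 27 and 4, 27 and 1 and 24 and 3. The NRF2 genes had 10 and 21, 25 and 8, 16 and 16 and 23 and 7.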

Heatmap of GSVA score in CRC cells with 5-FU/Oxaliplatin resistant versus control.

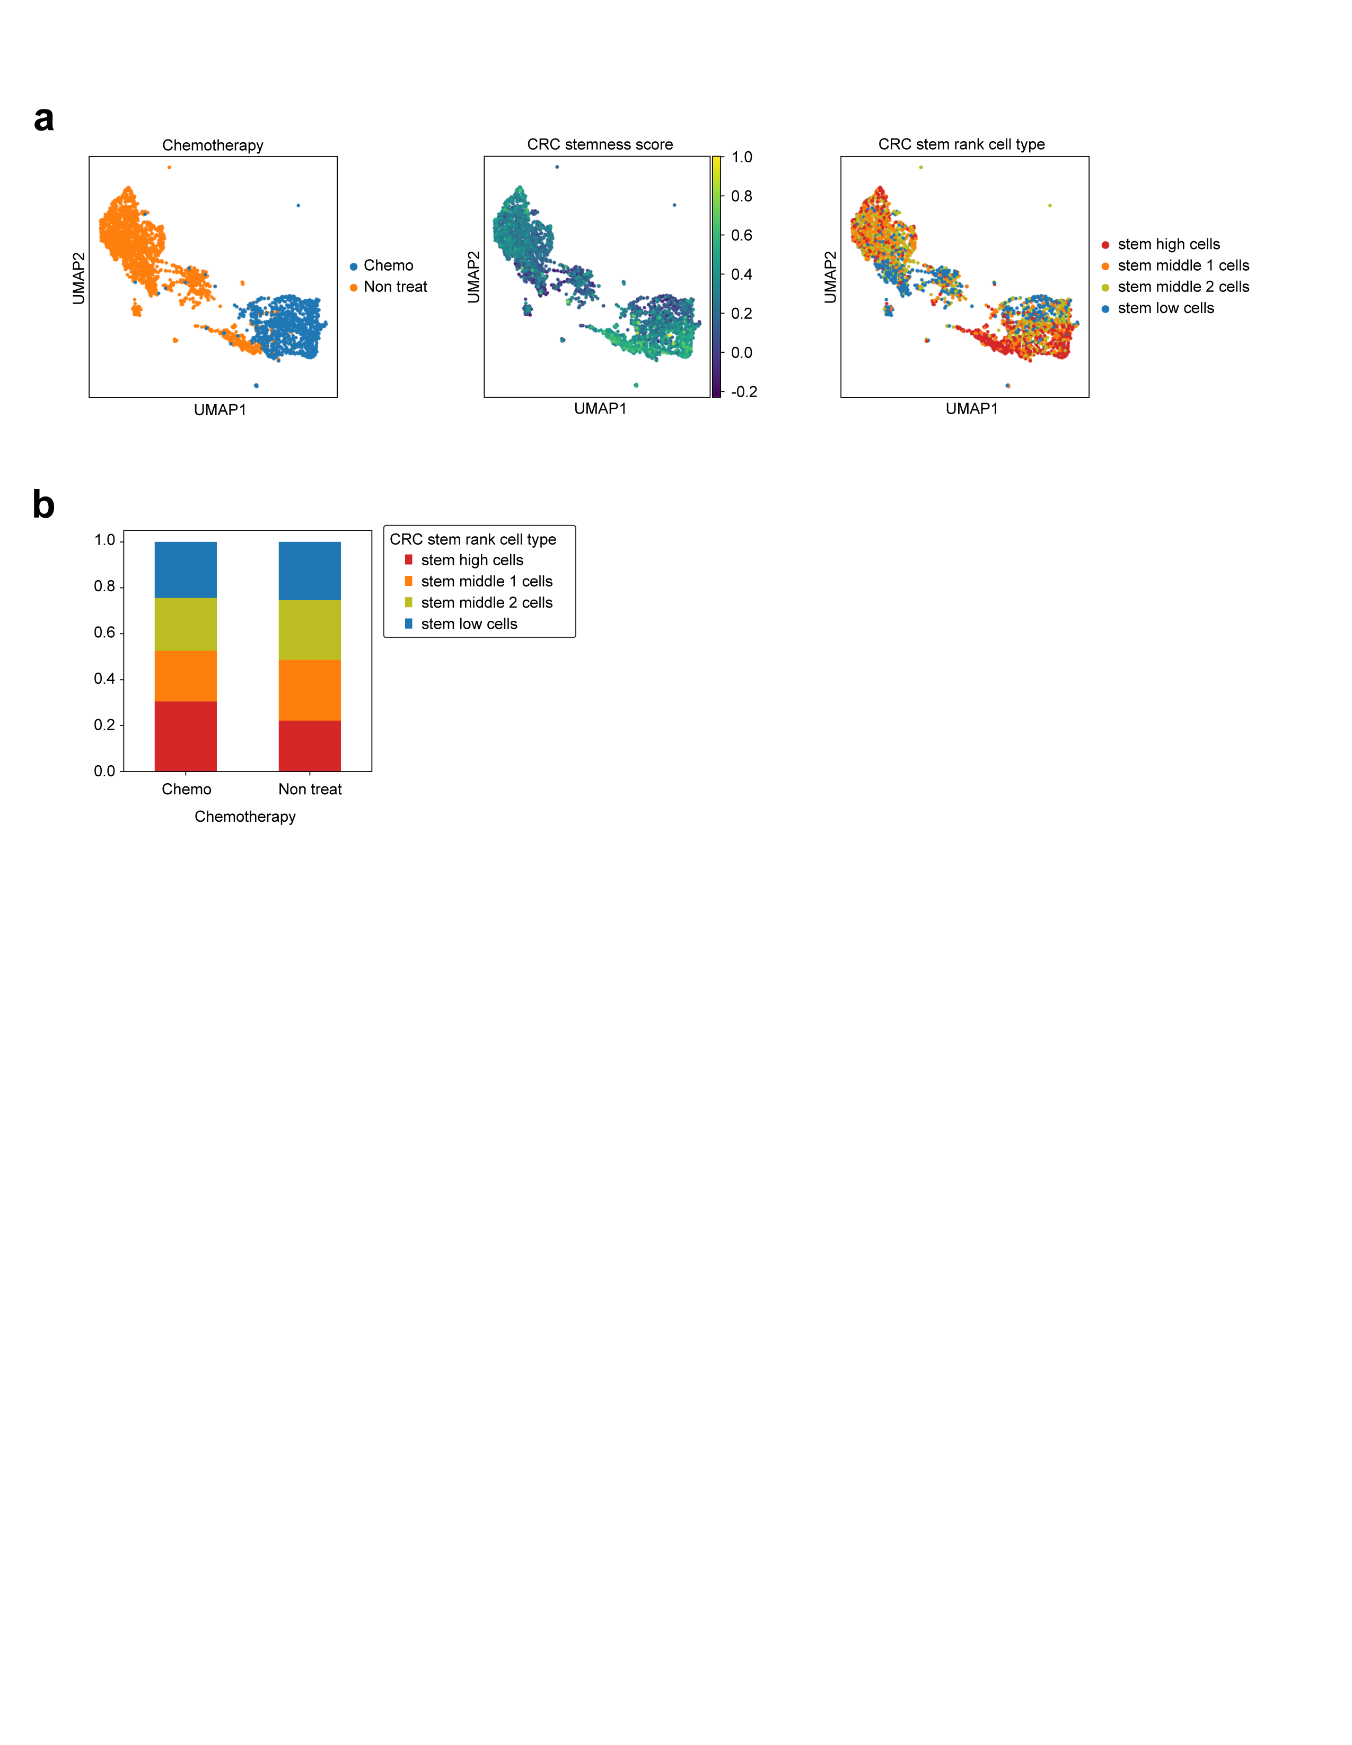
 **Supplementary Figure 2. Analysis of the association between chemotherapy and cancer stemness in single-cell colorectal cancer (CRC) liver metastasis data.**

**a** Uniform Manifold Approximation and Projection (UMAP) of epithelial cells in treatments (left), CRC stemness scores (middle), and CRC stemness rank types (right). **b** Proportion of cells classified based on stemness scores in CRC liver metastatic cells.

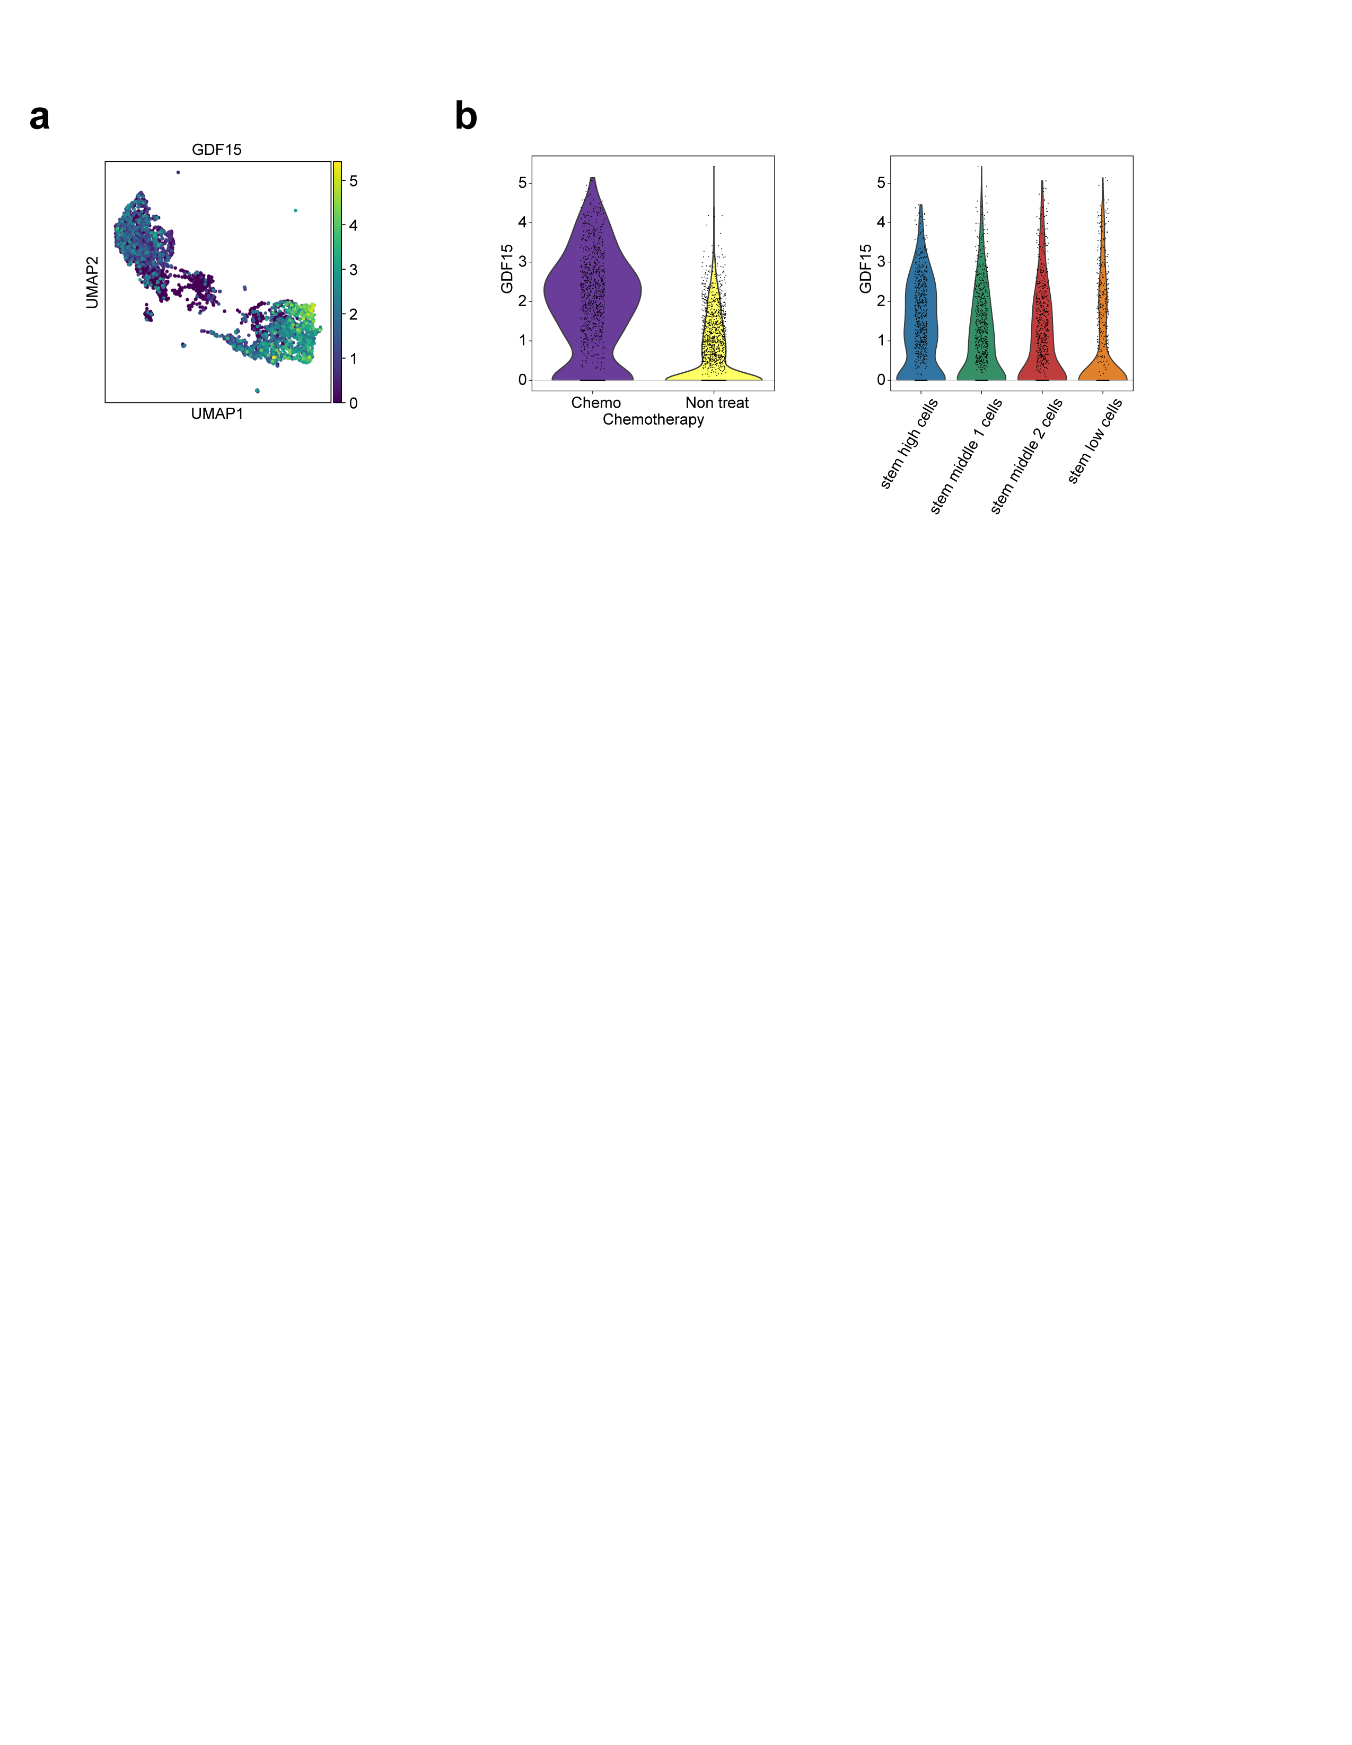
**Supplementary Figure 3. GDF15 expression in single-cell colorectal cancer (CRC) liver metastasis data.**

**a** Uniform Manifold Approximation and Projection (UMAP) of GDF15 expression in epithelial cells. **b** Violin plot of GDF15 expression levels in epithelial cells of treatments (left) and CRC stemness rank types (right).

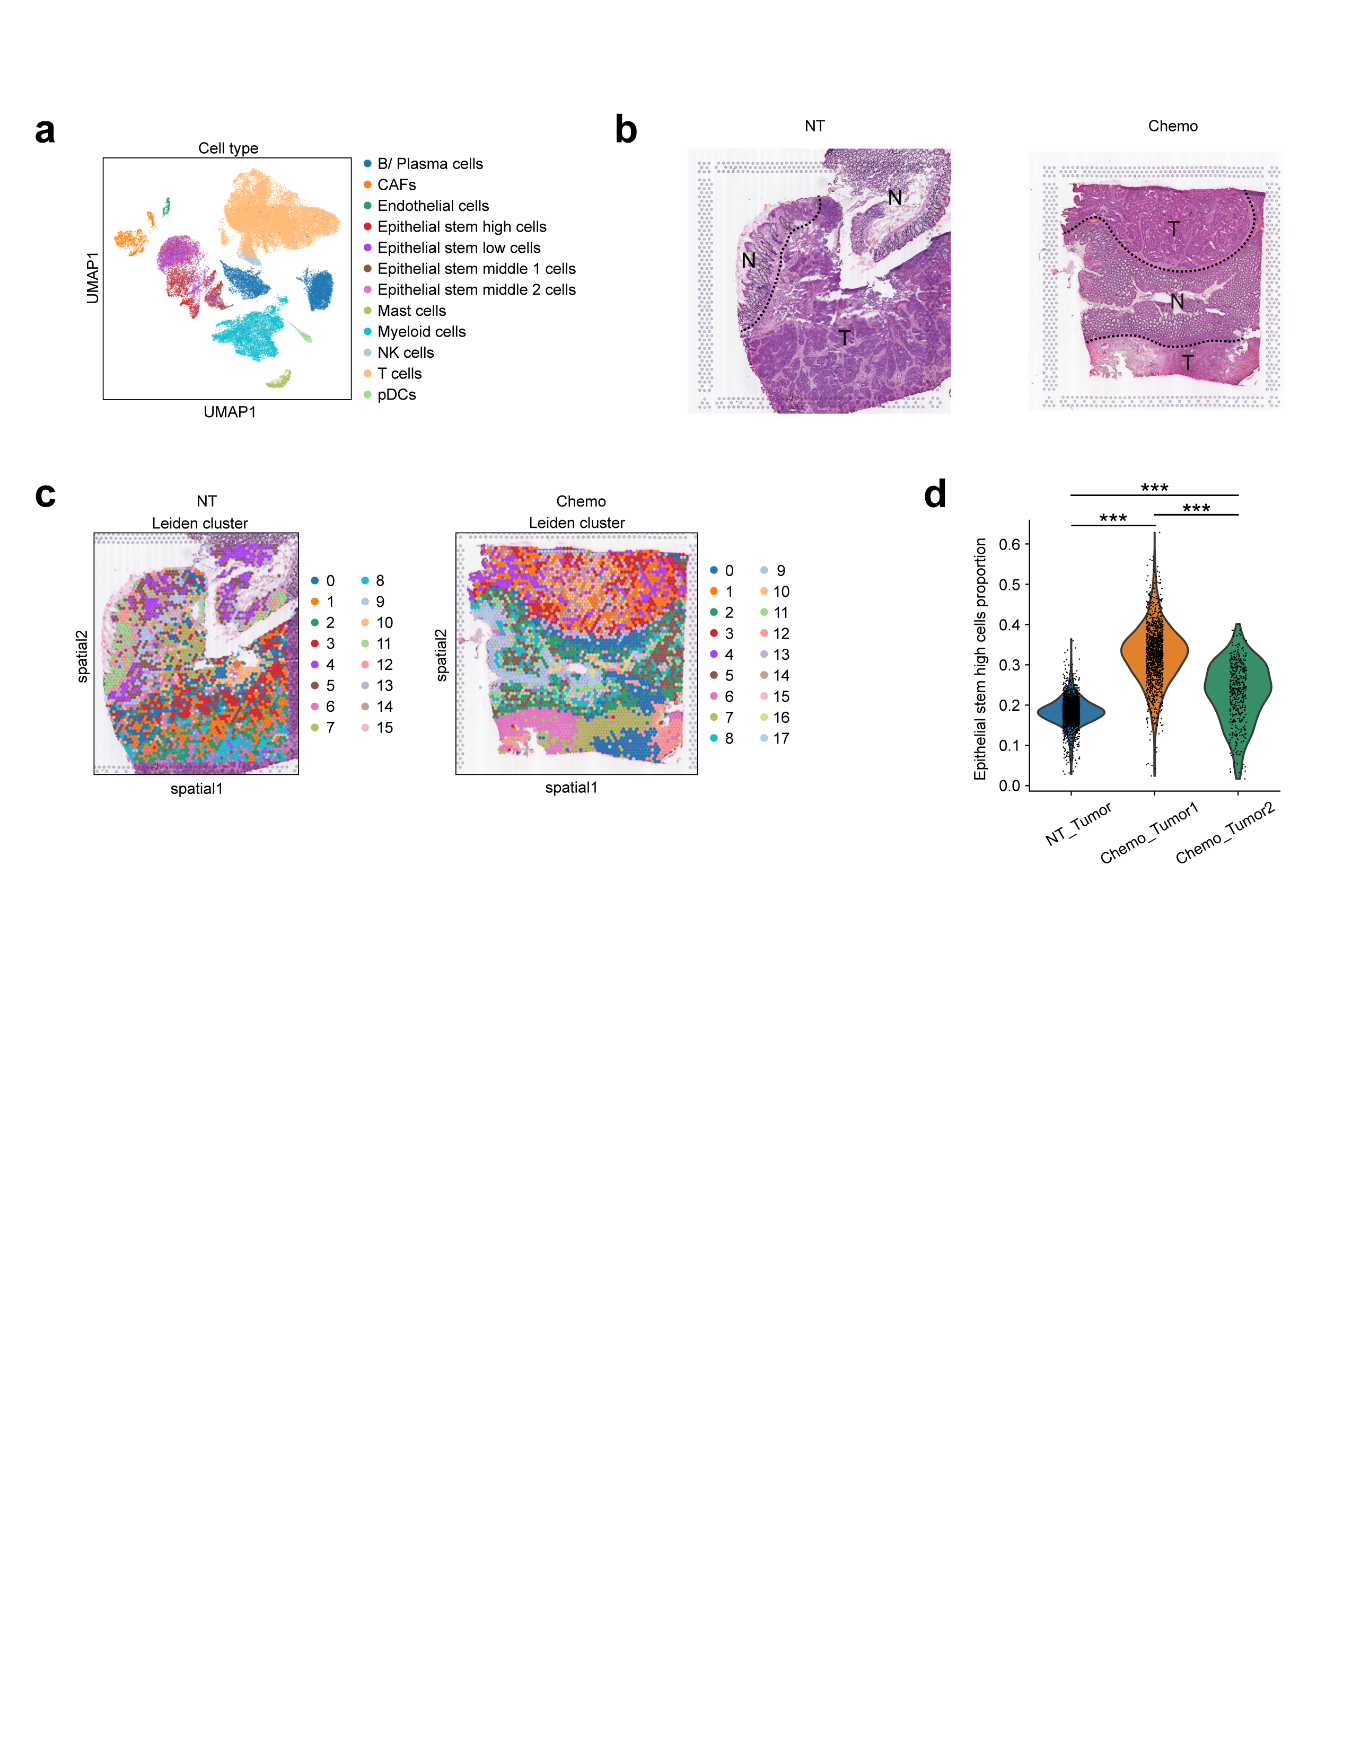

**Supplementary Figure 4. Integrative analysis of spatial transcriptomic and single-cell analysis, including CRC stemness rank types.**

**a** Uniform Manifold Approximation and Projection (UMAP) of all cell types, including CRC stemness rank types. **b** Pathological diagnosis distribution of untreated (NT) and chemotherapy (Chemo) CRC sample slides. **c** Spatial visualization of clusters classified by the Leiden algorithm in the NT and Chemo sample slides. **d** Violin plot representing a high proportion of epithelial stem cells in tumor areas of untreated and chemotherapy-treated CRC samples.

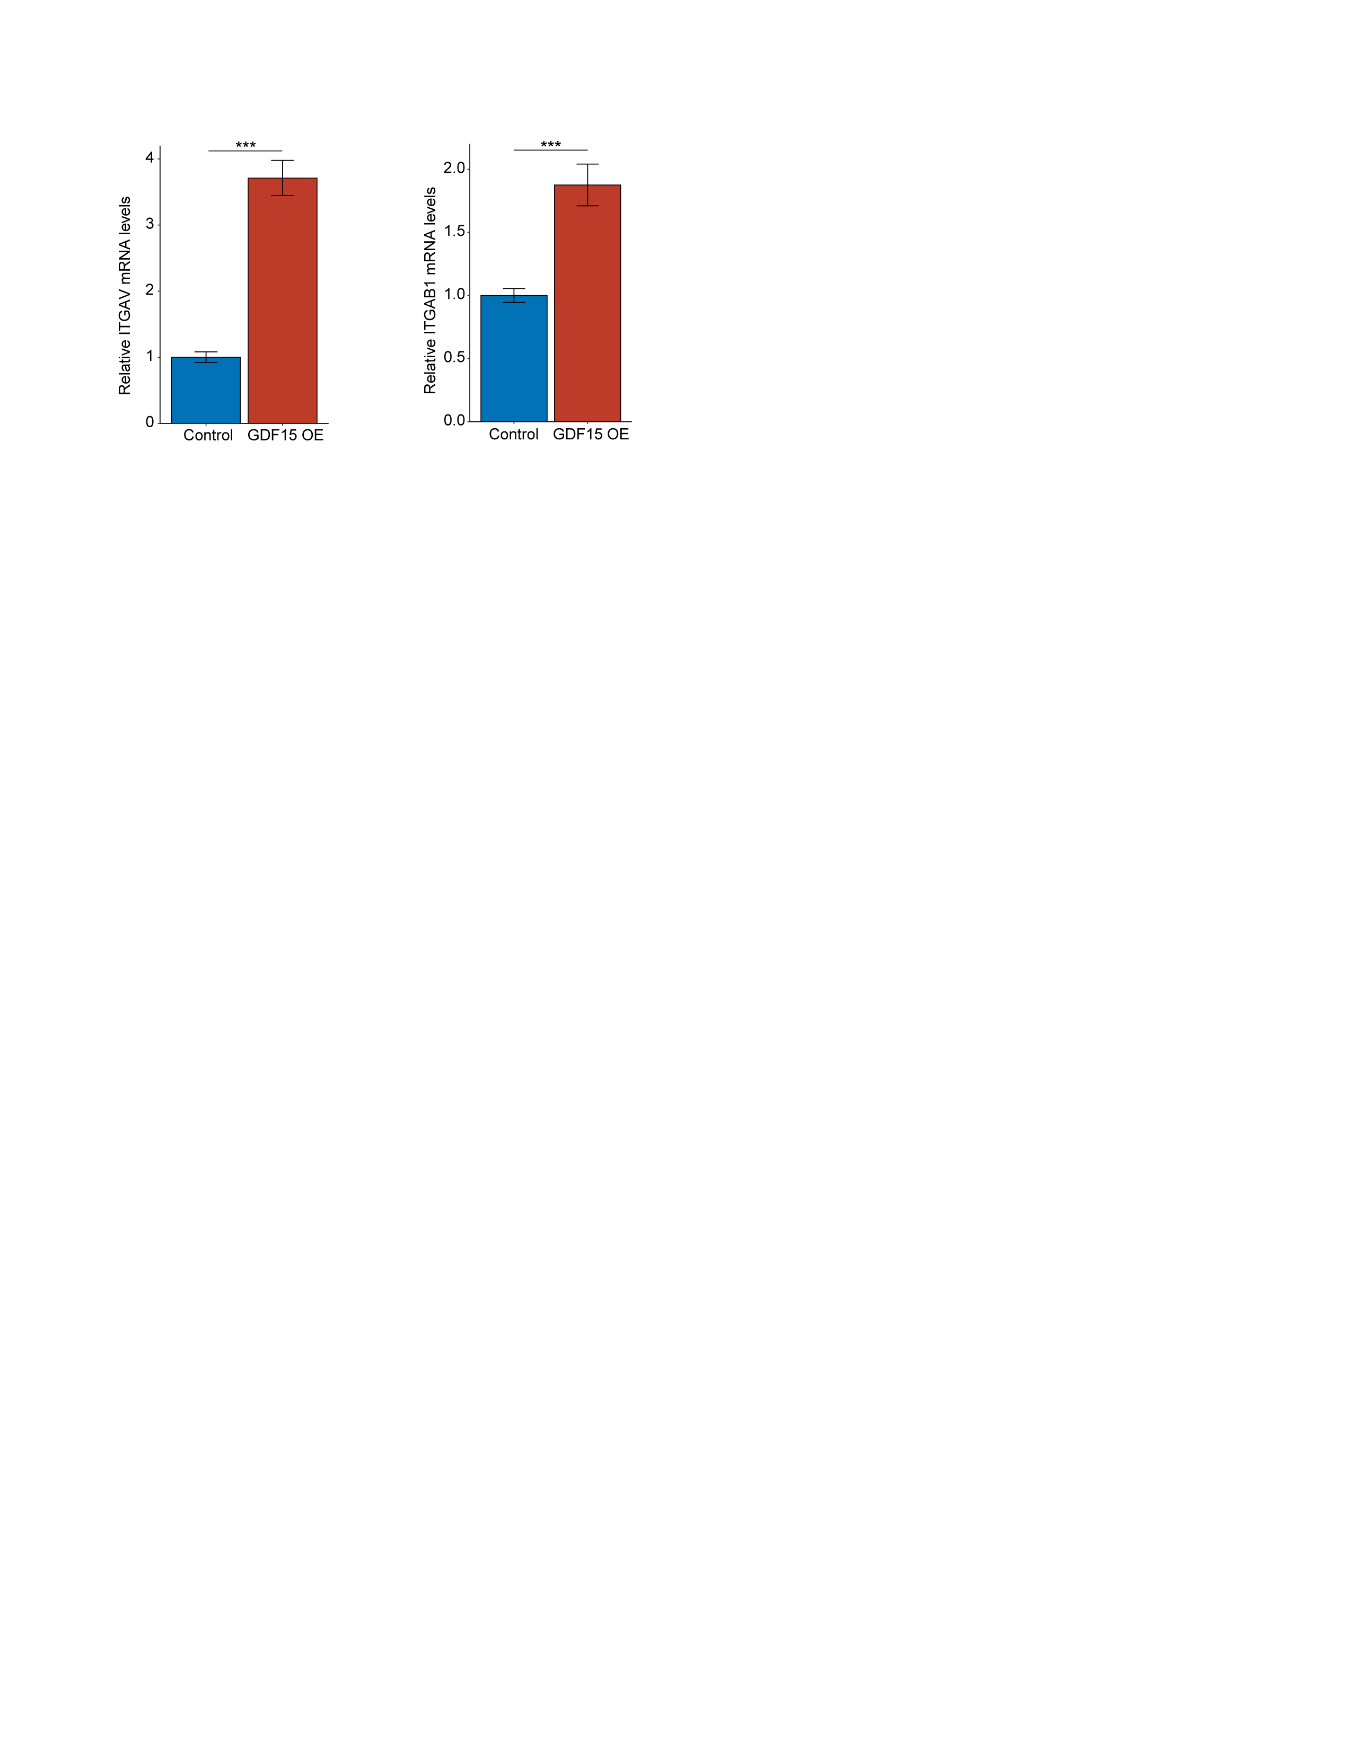
 **Supplementary Figure 5. mRNA expression of cancer stem cell markers using RT-qPCR in GDF15 overexpression colorectal cancer (CRC) cells.**

RT-qPCR analysis of ITGAV and ITGAB1 mRNA expression in HCT116 cells with GDF15 stably overexpression and in control CRC cells. ***P < 0.001; P values were determined using Welch’s t-test.

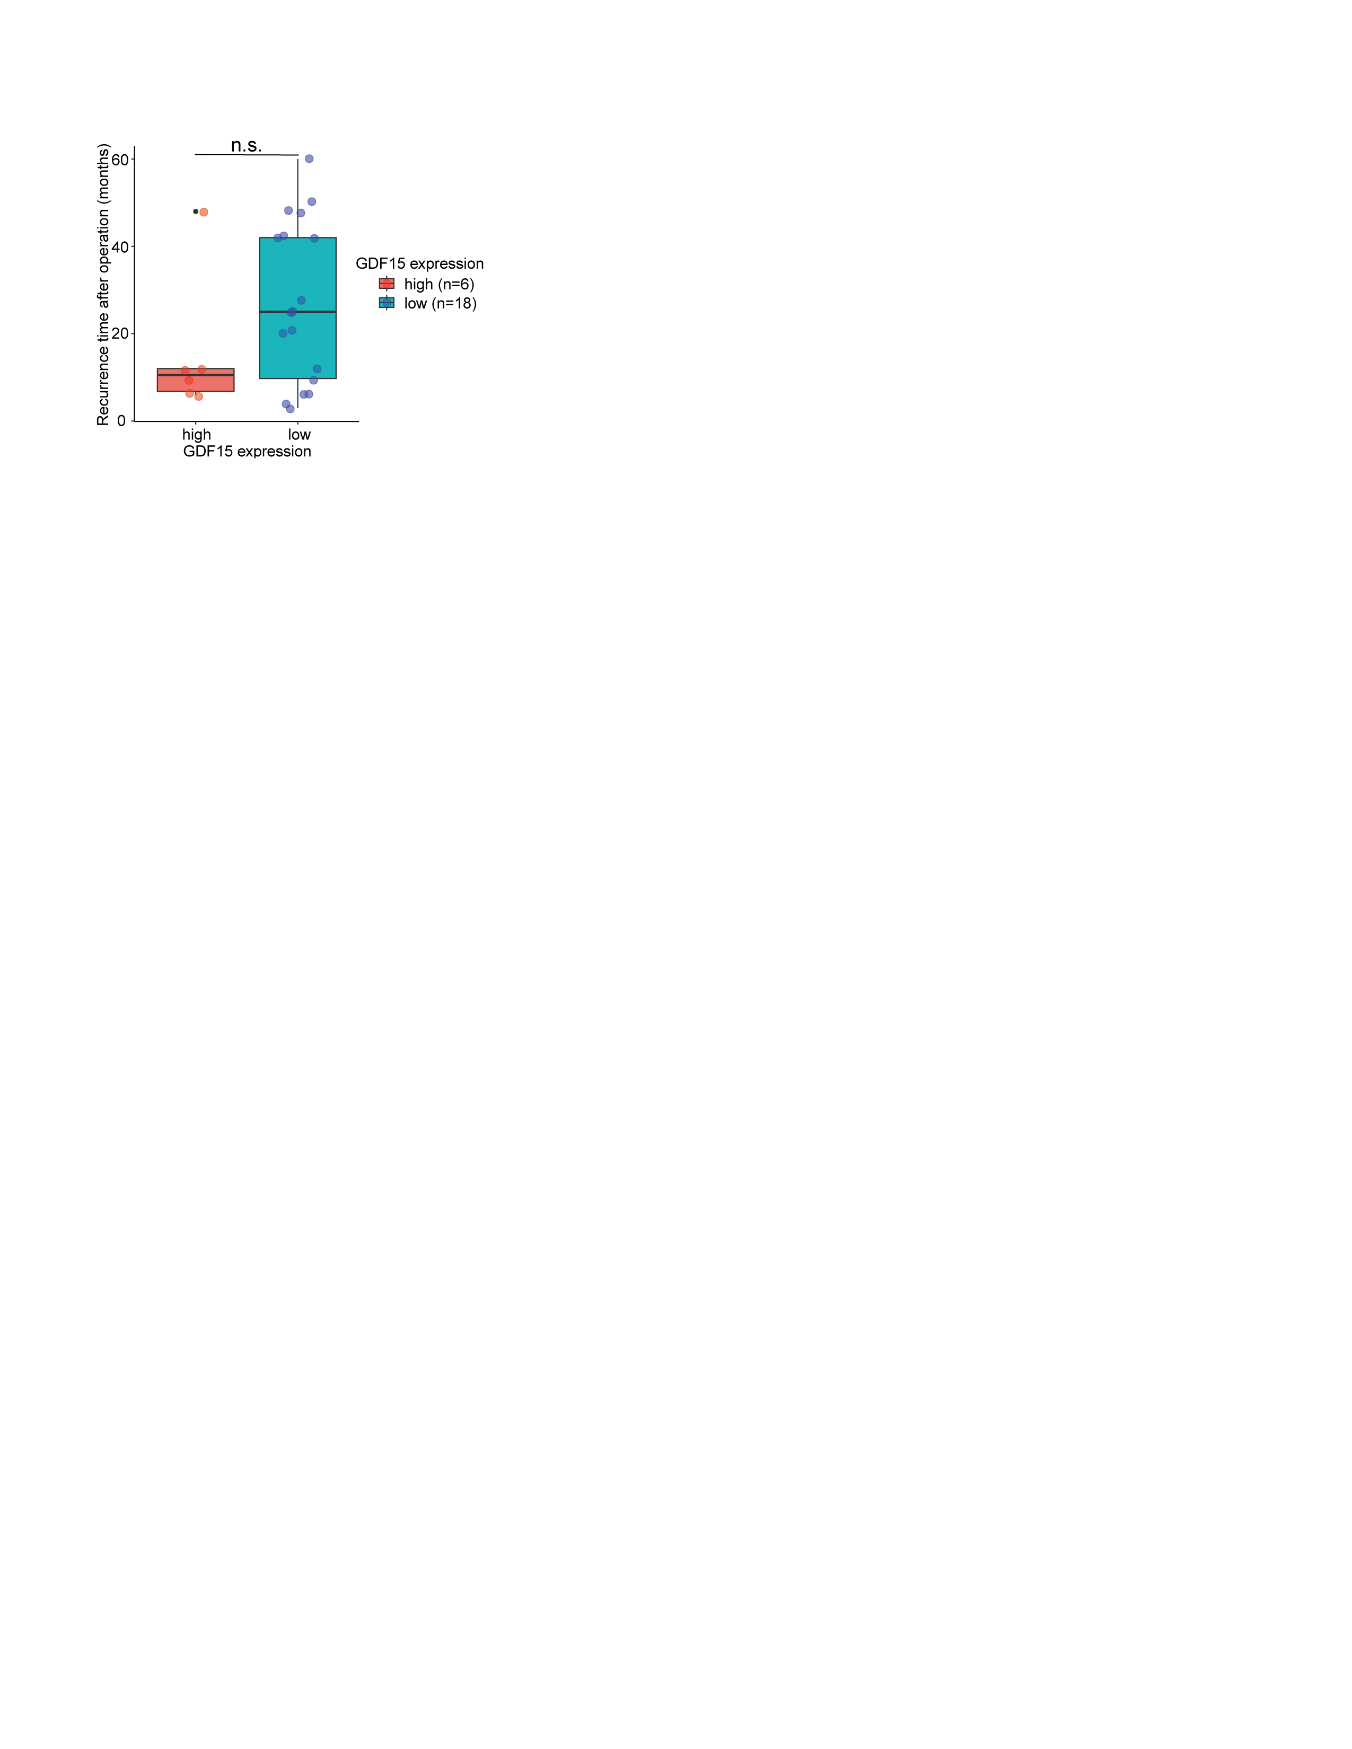

**Supplementary Figure 6. Recurrence time after primary CRC surgery among patients without adjuvant chemotherapy, according to GDF15 expression levels.**

n.s., not significant; *P* values were determined using Welch’s t-test.

**Supplemental Table S1. Primers used for qRT-PCR.**

| Gene | Forward Primer (5'-3')  Reverse Primer (5'-3') |
| --- | --- |
| ACTB | TTAAGGAGAAGCTGTGCTACG  GTTGAAGGTAGTTTCGTGGAT |
| GDF15 | CTCCAGATTCCGAGAGTTGC  AGAGATACGCAGGTGCAGGT |
| KLF4 | CCGCTCCATTACCAAGAGCT  TGGTCAGTTCATCTGAGCGG |
| SOX2 | TACAGCATGTCCTACTCGCAG  GAGGAAGAGGTAACCACAGGG |
| POU5F1 | TTGGGCTAGAGAAGGATGTGGTT  GGAAAAGGGACTGAGTAGAGTGTGG |
| ITGAV | ACCAGGCACTACCGTAAACACA  GGTCCGACCTGGAAAATGCT |
| ITGB1 | ATGTGTCAGACCTGCCTTGG  GCTGGGGTAATTTGTCCCGA |

**Supplementary Table S2. Antibodies used for Simple Western™.**

| Target | Catalog  Number | Host | Supplier |
| --- | --- | --- | --- |
| ACTB | A2006 | Rabbit | Sigma-Aldrich |
| GDF15 | 27455-1-AP | Rabbit | Proteintech |
| KLF4 | 4038 | Rabbit | Cell Signaling  Technology |
| SOX2 | 3579 | Rabbit | Cell Signaling  Technology |
| POU5F1 | 2840 | Rabbit | Cell Signaling  Technology |

**Supplementary Table S3. Correlation between GDF15 expression of liver metastasis tissues and clinicopathological factors among cases who underwent R0 liver resection.**

| Variables | GDF15 high expression (n=25) | GDF15 low expression (n=26) | *P*-value |
| --- | --- | --- | --- |
| Age(≥65y/<65y) | 15/10 | 14/12 | 0.87 |
| Gender (male/female) | 16/9 | 17/9 | 1.00 |
| Adjuvant chemotherapy (+/-) | 19/6 | 8/18 | 0.0031 |
| Size (>2cm/≤2cm) | 15/10 | 18/8 | 0.69 |
| Number (>1/1) | 9/16 | 5/21 | 0.30 |
| Tumor location (rectum/colon) | 6/19 | 9/17 | 0.60 |
| Histological type in liver metastasis  (muc,por,sig /pap,tub) | 3/22 | 0/26 | 0.22 |
| T stage in primary tumor  (is,1,2/3,4) | 5/20 | 7/19 | 0.80 |
| Lymph node metastasis  In primary tumor (+/-) | 20/5 | 6/20 | 0.00015 |
| CEA in liver metastasis resection (>5ng/mL/≤5ng/mL) | 12/13 | 18/8 | 0.21 |
| CA19-9 in liver metastasis resection  (>37U/mL/≤37U/mL) | 14/11 | 10/16 | 0.33 |
| Beppu score  (≥7/<7) | 13/12 | 4/22 | 0.013 |

Pearson's chi-square test; muc, mucinous adenocarcinoma; por, poorly differentiated adenocarcinoma; sig, signet ring carcinoma; pap, papillary adenocarcinoma; tub, tubular adenocarcinoma.

**Supplementary Table S4. Relationship between GDF15 expression in liver metastases and preoperative chemotherapy response.**

|  | Chemotherapy response | | *P*-value |
| --- | --- | --- | --- |
|  | PR/SD (n=20) | PD (n=6) |  |
| GDF15 high expression (Strong, Moderate) | 10 | 3 | 1.00 |
| GDF15 low expression (Weak, Negative) | 10 | 3 |  |

PR, partial response; SD, stable disease; PD, progressive disease.
Chemotherapy response was assessed according to RECIST v1.1 criteria.

How the deposited data were processed for this re-analysis (not part of the article)

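RNA was measured in HCT116, SW480 and DLD-1 human CRC cells, each as untreated cells (WT), cells resistant to 5-FU (5-FU res) and cells resistant to OX (OX res), with 3 libraries per group and 27 in all. RNA was isolated with a miRNeasy Micro kit, and stranded TruSeq mRNA libraries were converted for DNBSEQ with an MGIEasy kit and read as 100-base single reads on a DNBSEQ-G400. The authors trimmed the reads with Trimmomatic 0.38, aligned them to hg19 with TopHat2 2.1.1 (with Bowtie2 2.2.8 and SAMtools 0.1.18) and computed FPKM with Cufflinks 2.2.1 by the methods, or Cuffdiff 2.2.1 by the submitters' notes. Each deposited table holds 26255 unique gene symbols with FPKM that no step of scaling to a fixed sum follows. Options of Cufflinks and the number of reads per library are not given in the sources used here, so the precision was taken from the spread between libraries alone. Between libraries of a group, the correlation of log2(TPM + 1) across genes ran from 0.986 to 0.993, and no pair was identical. Transcript lengths, positions and GC content came from GENCODE v44 lifted to GRCh37, which matched 22422 symbols directly and 1363 by an older symbol, while 2470 had no match.

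Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and gseapy 1.3.1, and R 4.3.3 with limma 3.58.1, were used. FPKM were divided by the library's sum to give TPM, as in the paper, and taken as log2(TPM + 1). For each line, limma (lmFit and eBayes with trend) was fitted over its 9 libraries on genes with a TPM of 1 or more in at least 3 of them. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1. The paper's Wilcoxon test cannot pass that threshold with 3 against 3 libraries. Differences between lines were tested as interactions in limma over all 27 libraries. For the screen of the paper's Fig. 3a, the 12 resistant and 6 WT libraries of HCT116 and SW480 were compared with a 2-sided exact Wilcoxon test over all 18564 splits, with the smallest possible p of 0.00011. The paper does not state how its groups were pooled. Overlaps of that screen with gene lists were tested with a 1-sided Fisher test among genes with a mean TPM of 1 or more. The ssGSEA score ranks all 26255 genes of a library with a weight of 0.25, and resistant and WT libraries were compared with a 2-sided exact permutation test. The 26 gene lists are the 13 CRC stem cell markers of the paper's methods, TGF-β signalling, MYC targets V1 and V2, DNA replication and E2F targets, mitosis, oxidative phosphorylation, p53 targets, the TNF and NF-κB response and hypoxia. Further lists hold mesenchymal and epithelial genes, the interferon response, cholesterol synthesis, the integrated stress response, the unfolded protein response and NRF2 and glutathione. The others are 5-FU metabolism, platinum transport and repair, ABC transporters, intestinal stem cell and WNT targets, intestinal differentiation, apoptosis regulators, and fibroblast, leukocyte and endothelial markers. All but the markers were written from memory before the data were examined, as were the comparisons, thresholds and rule for naming genes. Lists with at least 3 measured genes were tested with camera, with a preset correlation of 0.01. Genes are named when among the 10 largest changes per direction of a line and drug with groups that do not overlap, when the paper names them, when they lead a list, when they change alike in all 4 comparisons of HCT116 and SW480, or when they belong to 8 genes of 5-FU and platinum handling.

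The steps were tested on simulated data. limma recovered 96% to 100% of genes changed by 1.2 or 2 on the log2 scale, the pooled screen 89 and 98 of 100 genes changed by 1.5 and 3, and the interaction test 99 and 98 of 100. The share of false calls by limma was 4.39% to 6.28%. Among unchanged genes the pooled screen called 7 and the interaction test 15. With 20 random lists per line, camera called 0, which does not test lists of genes that change together. A simulated slope of 0.3 with transcript length went to -0.0014 when the trend was removed. Each choice was varied alone: a pseudocount of 0.1, no filter, a filter of mean TPM of 5 or more, FPKM as deposited, quantile normalization, median-of-ratios scaling, eBayes without trend, the replicate number as a block, only the 2 groups compared in the fit, and each library left out. For lists, ranks, an estimated correlation and fry were used. The screen was run with the normal approximation, the fold change of scanpy, a mean TPM of 1 or more and limma with cell line as covariate. The score was computed with a weight of 1, with low genes left out, as a mean and as a z-score, and without named markers. Removing the trend on transcript length, or on length and GC content, by lowess with a span of 0.3, and leaving out small RNA genes were added after seeing the data and enter the ranges over all settings. The ranges of a list leave out fry, which tests it against no change and not against all genes. The scRNA-seq, spatial, TCGA and patient tissue data of the paper were not analysed here, and DLD-1 cells, which the paper does not report on, appear only after the article.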

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

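The tests of technical recovery, of drug exposure and of short transcripts as the reason for GDF15, and the values with the length trend removed, were chosen only after the result was seen.

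Relative to the median gene, long transcripts were higher and short ones lower in the HCT116 and SW480 resistant libraries, with slopes of 0.25, 0.21, 0.13 and 0.22 per doubling of transcript length in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells. Lower ribosomal protein, respiratory and MYC target transcripts are not the whole cause, since without these genes the lowest ratio of the slopes was 0.883. Long-term drug exposure as such is argued against by DLD-1 cells, whose larger slope was 0.013. A technical difference in the recovery of long and short transcripts may play a part, since libraries of 1 group also differ. The largest range within a group was 29.5% of the largest group difference in HCT116 (OX res) and 60.4% in SW480 (WT). The other groups had less, with 11.1% and 16.3% in HCT116 WT and 5-FU res. In SW480 5-FU res and OX res they were 11.4% and 7.2%. A change in the cells that favours long transcripts stays open and was not tested.

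The list calls could follow from that trend. Against this as their whole cause, with the length trend removed TGF-β signalling stayed at 0.35 and 0.45 in HCT116 5-FU res and OX res cells, and the stem cell markers at 0.42 in HCT116 5-FU res cells. MYC targets V1 stayed at -0.32, -1.04, -0.64 and -0.36 and V2 at -0.33, -1.24, -0.71 and -0.38 in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells. Where the lists had not passed, TGF-β signalling fell from 0.21 to 0.10 in SW480 OX res (adjusted p = 0.053 and then 0.049) and the stem cell markers from 0.10 to -0.090 in HCT116 OX res cells, as the trend would have it, while 0.11 for TGF-β signalling in SW480 5-FU res and 0.42 and 0.29 for the markers in SW480 5-FU res and OX res cells decide nothing. Co-regulation of the genes within a list stays open, since several calls end with an estimated correlation, and a change of these pathways with resistance, which was not tested apart from it, stays open too.

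GDF15 was higher in the resistant libraries of every line. The length trend is argued against, since transcripts of up to 1859 bases, as is that of GDF15, had median log2 fold changes of at most 0.21 in HCT116 and SW480 cells, where GDF15 had 0.89 to 3.22. An integrated stress response as the common cause is argued against, as its list went down to -0.57 relative to all genes in DLD-1 OX res cells, where GDF15 was higher. Activation of p53, of which GDF15 is a target, stays open: its list passed camera in HCT116 5-FU res, HCT116 OX res and SW480 5-FU res cells but not with an estimated correlation (adjusted p = 0.32, 0.21 and 0.64), and its lowest relative mean was 0.087.

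Some effects differed between cell lines, by tests of the difference itself. The libraries of a group may be technical, so these p-values measure only the spread between libraries. They cannot tell an effect of the line from a difference that arose by chance while the resistant cells were selected. The change of GDF15 with 5-FU differed, HCT116 minus SW480, by -2.33 (adjusted p = 3.4e-14 from limma). EPCAM with 5-FU differed by 1.93 (adjusted p = 9.8e-16 from limma), and MYC with OX by -2.08 (adjusted p = 6.5e-18 from limma). With the other drug both genes differed the other way. EPCAM with OX had -1.96 (adjusted p = 8.5e-16 from limma) and MYC with 5-FU 0.52 (adjusted p = 9.8e-08 from limma). Interferon response genes with 5-FU differed by a mean of -2.79 relative to all genes (adjusted p = 6.5e-05 with an estimated correlation). With OX these genes differed the other way, by 1.25 (adjusted p = 0.0034 with an estimated correlation). Mitosis genes with OX differed by -2.08 (adjusted p = 2.2e-30 from camera, and adjusted p = 0.053 with an estimated correlation). Epithelial junction genes with OX differed by -1.23 (adjusted p = 5.4e-08, and adjusted p = 0.14 with an estimated correlation). With 5-FU the same list differed the other way, by 0.70 (adjusted p = 3.3e-06 from camera, and adjusted p = 0.38 with an estimated correlation). The stem cell markers with 5-FU differed, SW480 minus DLD-1, by 0.84 (adjusted p = 0.015, and adjusted p = 0.15 with an estimated correlation).

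DLD-1 cells, which the paper does not report on, held signals too. Past the thresholds were 523 genes in 5-FU res and 486 in OX res cells against WT. GDF15 rose in DLD-1 5-FU res (1.37) and OX res cells (1.23), from 313 ± 14.0 TPM (SD, n = 3) in WT to 810.2 ± 48.9 and 740.1 ± 88.6. The stem cell marker score of resistant minus WT DLD-1 cells was -777 (2-sided exact permutation test, p = 0.012, the smallest possible). It was -155 with low genes left out (exact p = 0.036) and was lost as a mean z-score (-0.342, exact p = 0.37), and in OX res cells 7 of 11 markers were higher and 2 lower, turning to 2 and 4 by median-of-ratios scaling. Unfolded protein response genes had a relative mean of 0.91 in DLD-1 5-FU res cells (adjusted p = 3.2e-20, and adjusted p = 0.13 with an estimated correlation). Intestinal differentiation genes had -1.37 there (adjusted p = 1.6e-09, and adjusted p = 0.012 with an estimated correlation).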

How the results depend on the processing

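The settings without the length trend, without the length and GC trends and without small RNA genes were chosen only after the data were seen. Over all settings, 306 of 378 counts of genes were within 1.5 times the count reported and 72 were not. Of 2873 values of lists by camera, 2658 kept their direction and side of the threshold, 89 passed newly, 126 no longer passed and 0 turned their sign while called. By fry, against no change, 54 of 144 passed newly and 6 no longer passed. Of 3545 values of named genes, 3356 were kept, 25 passed newly, 100 no longer passed and 64 turned their sign. Differences between lines kept their side in 218 of 224 and were no longer past it in 6. Overlaps moved in 10 of 12, and list overlaps of the pooled screen, higher and lower, for every list tested against both backgrounds, kept their side in 46 of 48 against all genes tested, where hypoxia genes passed newly and mesenchymal genes no longer passed. GDF15 stayed higher and past the test of limma in each comparison under every setting run, at 0.65 to 1.20 in HCT116 5-FU res and 0.98 to 2.26 in HCT116 OX res cells. It was at 2.72 to 3.37 in SW480 5-FU res and 1.71 to 2.34 in SW480 OX res cells. In FPKM as deposited, genes past the thresholds numbered 824 higher and 841 lower in HCT116 5-FU res, 1292 higher and 1512 lower in HCT116 OX res and 1137 lower in HCT116 5-FU res vs OX res. There were 968 higher and 891 lower in SW480 5-FU res and 590 higher and 508 lower in SW480 OX res. Further counts were 191 higher in DLD-1 OX res and 439 lower in DLD-1 5-FU res vs OX res. Further counts were 206 higher and 307 lower in the pooled screen. No longer past its threshold was stem cell markers in HCT116 5-FU res (0.47). Now past the threshold was TGF-β signalling in SW480 OX res (0.18). The sign turned for CD44 in SW480 OX res (-0.34), ERCC1 in HCT116 5-FU res (-0.041), ERCC1 in HCT116 OX res (-0.28), ERCC1 in SW480 5-FU res (-0.095), MYC in SW480 OX res (-0.038), SMAD3 in HCT116 OX res (-0.34), SMAD3 in SW480 5-FU res (-0.24), SMAD3 in SW480 OX res (-0.14), TGFB1 in HCT116 OX res (-0.15), TGFBR2 in HCT116 OX res (-0.35) and TYMS in SW480 5-FU res (-0.30). After quantile normalization, genes past the thresholds numbered 806 higher in HCT116 5-FU res, 1271 higher and 1318 lower in HCT116 OX res and 1328 higher and 1299 lower in HCT116 5-FU res vs OX res. There were 915 higher and 937 lower in SW480 5-FU res and 625 higher and 547 lower in SW480 OX res. Further counts were 529 lower in DLD-1 5-FU res vs OX res. No longer past its threshold were stem cell markers in HCT116 5-FU res (0.59) and MYC targets V1 in HCT116 5-FU res (-0.060). Newly past it were TGF-β signalling in SW480 5-FU res (0.22) and TGF-β signalling in SW480 OX res (0.25). The sign turned for PROM1 in HCT116 5-FU res (-0.058), SLC31A1 in HCT116 OX res (-0.017), SMAD2 in SW480 5-FU res (-0.057), SMAD3 in HCT116 OX res (-0.16), SMAD3 in SW480 5-FU res (-0.34), SMAD3 in SW480 OX res (-0.19) and TGFBR2 in HCT116 OX res (-0.54). By median-of-ratios scaling, genes past the thresholds numbered 1034 higher and 1009 lower in HCT116 5-FU res, 1480 higher and 1798 lower in HCT116 OX res and 1301 higher and 1277 lower in HCT116 5-FU res vs OX res. There were 1177 higher and 1070 lower in SW480 5-FU res and 819 higher and 566 lower in SW480 OX res. No longer past its threshold was stem cell markers in HCT116 5-FU res (0.44). Now past the threshold was TGF-β signalling in SW480 OX res (0.18). The sign turned for CD44 in SW480 OX res (-0.33), ERCC1 in HCT116 5-FU res (-0.063), ERCC1 in HCT116 OX res (-0.35), ERCC1 in SW480 5-FU res (-0.13), MYC in SW480 OX res (-0.031), SLC31A1 in HCT116 OX res (-0.025), SMAD3 in HCT116 OX res (-0.42), SMAD3 in SW480 5-FU res (-0.28), SMAD3 in SW480 OX res (-0.14), TGFB1 in HCT116 OX res (-0.22), TGFBR2 in HCT116 OX res (-0.44) and TYMS in SW480 5-FU res (-0.34). With the length trend removed, genes past the thresholds numbered 687 higher in HCT116 5-FU res, 1314 higher and 1426 lower in HCT116 OX res and 1251 higher and 1221 lower in HCT116 5-FU res vs OX res. There were 1021 higher and 877 lower in SW480 5-FU res and 555 higher and 390 lower in SW480 OX res. Further counts were 522 lower in DLD-1 5-FU res vs OX res. Further counts were 158 higher and 153 lower in the pooled screen. Both drugs shared 243 higher and 219 lower in HCT116 and 247 higher and 153 lower in SW480. Newly past it was TGF-β signalling in SW480 OX res (0.10). The sign turned for CD44 in SW480 5-FU res (-0.027), CD44 in SW480 OX res (-0.53), ERCC1 in HCT116 5-FU res (-0.019), ERCC1 in HCT116 OX res (-0.31), ERCC1 in SW480 5-FU res (-0.11), MYC in SW480 OX res (-0.041), PROM1 in HCT116 5-FU res (-0.048), SLC31A1 in HCT116 OX res (-0.13), SMAD2 in HCT116 5-FU res (-0.66), SMAD2 in HCT116 OX res (-0.30), SMAD2 in SW480 5-FU res (-0.24), SMAD2 in SW480 OX res (-0.61), SMAD3 in HCT116 OX res (-0.59), SMAD3 in SW480 5-FU res (-0.42), SMAD3 in SW480 OX res (-0.43), TGFB1 in HCT116 OX res (-0.12), TGFBR2 in HCT116 OX res (-0.54) and TYMS in SW480 5-FU res (-0.11). With the length and GC trends removed, genes past the thresholds numbered 721 higher in HCT116 5-FU res, 1326 higher and 1413 lower in HCT116 OX res and 1237 higher and 1212 lower in HCT116 5-FU res vs OX res. There were 1009 higher and 885 lower in SW480 5-FU res and 584 higher and 367 lower in SW480 OX res. Further counts were 524 lower in DLD-1 5-FU res vs OX res. The sign turned for CD44 in SW480 OX res (-0.58), ERCC1 in HCT116 OX res (-0.29), ERCC1 in SW480 5-FU res (-0.14), MYC in SW480 OX res (-0.046), PROM1 in HCT116 5-FU res (-0.10), SLC31A1 in HCT116 OX res (-0.15), SMAD2 in HCT116 5-FU res (-0.74), SMAD2 in HCT116 OX res (-0.32), SMAD2 in SW480 5-FU res (-0.19), SMAD2 in SW480 OX res (-0.69), SMAD3 in HCT116 OX res (-0.62), SMAD3 in SW480 5-FU res (-0.42), SMAD3 in SW480 OX res (-0.42), TGFB1 in HCT116 OX res (-0.048), TGFBR2 in HCT116 OX res (-0.57) and TYMS in SW480 5-FU res (-0.094). With a pseudocount of 0.1, genes past the thresholds numbered 2920 higher and 261 lower in SW480 OX res. There were 457 higher and 399 lower in DLD-1 5-FU res and 218 lower in DLD-1 OX res. Further counts were 2149 higher in the pooled screen. No longer past its threshold was stem cell markers in HCT116 5-FU res (0.32). With genes of a mean TPM of 5 or more, genes past the thresholds numbered 578 higher in SW480 5-FU res vs OX res. There were 177 higher in DLD-1 5-FU res, 229 higher and 73 lower in DLD-1 OX res and 197 higher in DLD-1 5-FU res vs OX res. Now past the threshold was TGF-β signalling in SW480 OX res (0.27). With the fold change of scanpy, genes past the thresholds numbered 2360 higher and 63 lower in the pooled screen. With a difference over 1 in each of the 4 comparisons, genes past the thresholds numbered 249 higher and 3 lower in the pooled screen. In limma with cell line as covariate, genes past the thresholds numbered 71 lower in the pooled screen. In limma with cell line and replicate block, genes past the thresholds numbered 64 lower in the pooled screen. With no filter, no longer past its threshold was stem cell markers in HCT116 5-FU res (0.30). Newly past it were TGF-β signalling in SW480 5-FU res (0.26) and TGF-β signalling in SW480 OX res (0.29). With only the 2 groups in the fit, no longer past its threshold was stem cell markers in HCT116 5-FU res (0.46). With an estimated correlation, no longer past its threshold were stem cell markers in HCT116 5-FU res (0.46), TGF-β signalling in HCT116 5-FU res (0.46), MYC targets V1 in HCT116 5-FU res (-0.46), MYC targets V2 in HCT116 5-FU res (-0.47), TGF-β signalling in HCT116 OX res (0.53), MYC targets V1 in SW480 5-FU res (-0.70), MYC targets V1 in SW480 OX res (-0.47) and MYC targets V2 in SW480 OX res (-0.48). On ranks, no longer past its threshold was stem cell markers in HCT116 5-FU res (0.46). Now past the threshold was TGF-β signalling in SW480 OX res (0.21). By fry, which tests a list against no change and not against all genes, the lists past the threshold (with their means relative to all genes) were also stem cell markers in HCT116 OX res (0.10), stem cell markers in SW480 5-FU res (0.48), TGF-β signalling in SW480 5-FU res (0.17), stem cell markers in SW480 OX res (0.23) and TGF-β signalling in SW480 OX res (0.21). Without small RNA genes, newly past it was TGF-β signalling in SW480 OX res (0.20). With a weight of 1, the HCT116 score 542 now passed. With low genes left out, the HCT116 score 634 now passed. As a mean of log2(TPM + 1), the HCT116 score 0.43 now passed. As a mean z-score, the HCT116 score 0.86 now passed and DLD-1 score -0.34 no longer passed. Without EPCAM, the HCT116 score 715 now passed. With no fold threshold, both drugs shared 5627 higher and 1576 lower in HCT116, 6333 higher and 1071 lower in SW480 and 1216 higher and 486 lower in DLD-1. With each library left out in turn, TGF-β signalling in SW480 OX res ran from 0.17 to 0.23, and the HCT116 score difference from 396 without WT replicate 2 to 829 without WT replicate 1. The replicate numbers do not pair the libraries by their correlations. With the replicate number as a replicate block, p53 targets in SW480 5-FU res cells no longer passed (0.35, adjusted p = 0.052, range over all camera settings 0.0056 to 0.64). Except where a setting by its construction tests fewer genes or libraries, the cause was not tested. Since the values are FPKM without read counts, how far depth limits genes near the floor is not known, and their fold changes depend on the pseudocount.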

Differences from the paper's values

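No test in this part was chosen after its result was seen, and the settings named are alternatives set before the data were examined, except where said. No value that the paper states in its text for a measure computed here differed from it, and both counts of genes were 26255. The paper counts about 940 higher genes in Fig. 3a, read by eye and rounded, against 1216 here in the pooled screen. For Fig. 3c the means of GDF15 as ln(TPM + 1), 6.26, 6.88 and 7.38 in HCT116 WT, 5-FU res and OX res and 2.08, 4.32 and 3.61 in SW480, match the bars of the figure, read by eye.

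The paper names GDF15 among the genes of its screen. In the pooled exact test here GDF15 did not pass (difference 1.98, adjusted p = 0.25), nor under any setting of the Wilcoxon test, where the adjusted p ran from 0.19 to 0.46. The paper does not state how its groups were pooled, and the pooling used here ignores the cell line. The lowest HCT116 WT library held 485 TPM and the highest resistant SW480 library 76.8 TPM, so ranks over both lines cannot separate the groups. The pooled result therefore does not decide whether the paper's screen holds for GDF15. Only limma with cell line as covariate called GDF15, with an adjusted p = 1.2e-05, and with the replicate number added 5.0e-05. Within each line and drug GDF15 passed limma, as the paper's Fig. 3c shows it. Fig. 3b also names SARAF and ANKH. SARAF (0.75) did not reach a fold of 1 on the log2 scale under any setting of the pooled test. ANKH (0.96) did so with the fold change of scanpy (1.05), with a pseudocount of 0.1 (1.04), without HCT116 OX res replicate 1, 2 or 3 (1.02, 1.03 and 1.02) and without SW480 WT replicate 1 or 3 (1.05 and 1.04).

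Fig. 1e marks the stemness score as higher in resistant HCT116 cells, about 0.83 against about 0.74 in Fig. 1e, read by eye. That score is of a KEGG gene set that the paper's text does not name, tested with Welch's t-test. The score here is of the CRC stem cell markers of its methods, with an exact permutation test. Since gene set and test differ, the values here cannot decide whether the paper's difference holds. The paper tests each drug against WT, where the difference here was 719.7 in HCT116 5-FU res (exact p = 0.20) and 374 in OX res cells (exact p = 0.40), and 3 against 3 libraries allow no p under 0.1. With both drugs together the HCT116 difference had an exact p = 0.060, and it passed with a weight of 1 (0.036), with low genes left out (0.024), as a mean (0.012), as a mean z-score (0.012), these 2 not relative to all genes, without EPCAM (0.048) and without WT replicate 1 (0.036). Over all settings, including the removal of the length trend added after the data were seen, the exact p ran from 0.012 to 0.86, the highest without ALCAM, ITGB1 and ITGAV. In SW480 cells the difference passed. Fig. 1c shows hypoxia and the p53 pathway as enriched among genes higher in resistant cells. In the pooled screen 8 of 42 hypoxia genes were called higher (1-sided Fisher test, adjusted p = 0.13, or 0.023 against all genes tested) and 6 of 39 p53 targets (adjusted p = 0.49, or 0.12), while p53 targets rose in HCT116 5-FU res and OX res cells by camera (adjusted p = 1.6e-06 and 1.9e-07, and adjusted p = 0.32 and 0.21 with an estimated correlation). It shows MYC targets V2 and oxidative phosphorylation as enriched among lower genes. The pooled screen called 1 of 58 MYC targets V2 (adjusted p = 0.57, or 0.42 against all genes tested) and 0 of 77 respiratory genes lower. MYC targets V1 did pass (4 of 200, adjusted p = 0.021), and both other lists were lower by camera within each line and drug. With an estimated correlation the adjusted p was 0.079, 0.0071, 0.035 and 0.14 for MYC targets V2 and 0.048, 0.034, 0.035 and 0.036 for oxidative phosphorylation in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells. The lists used here were written from memory and need not hold the paper's members.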

Other observations

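Only the splits of the pooled screen that keep the cell lines balanced were chosen after its result was seen. The 3 libraries of each of 2 groups can be split in 10 ways, too few for a share under 0.05. The real split had 2156, 4667, 3151, 2976, 2101, 1558, 523, 486 and 1148 genes past the thresholds for HCT116 5-FU res and OX res against WT and against each other, then SW480 and DLD-1 cells alike. In the same order the highest other split had 2, 2, 2, 2, 1, 1, 1, 1 and 3. As large as the real one was 1 of 10 each time, the real one itself. For the pooled screen 1 of 100 splits, the real one, had as many genes, with 1257 genes against 210 in the highest other split, but these splits ignore the cell line. With 3 libraries of each line in the smaller group, as in the real split, 1 of 100 splits, the real one, had as many and the highest other split had 0. A chance split of these libraries can be excluded by this, but not chance differences between cultures, since whether the libraries of a group come from separate cultures is not given. The interaction of line and drug, HCT116 minus SW480, was higher for 879 and lower for 2255 genes with 5-FU, and for 1956 and 1127 with OX, of 15801 tested.

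Genes of 5-FU metabolism fell relative to all genes in HCT116 5-FU res (-0.28, adjusted p = 0.032 from camera, and adjusted p = 0.39 with an estimated correlation). They also fell in HCT116 OX res (-0.75, adjusted p = 1.5e-05, and adjusted p = 0.095 with an estimated correlation) and SW480 OX res cells (-0.26, adjusted p = 0.0041, and adjusted p = 0.63 with an estimated correlation), not in SW480 5-FU res cells (-0.16, adjusted p = 0.27). Of 34 measured, 10 and 15, 13 and 16, 20 and 8 and 11 and 13 were higher and lower, the same numbers when adjusted over the list alone, and 6 and 21, 9 and 24, 9 and 19 and 6 and 22 by median-of-ratios scaling, where SW480 5-FU res turned. The SW480 OX res members had a mean of 0.12 and a median of -0.093 before all genes were subtracted, so the mean has the other sign than the test. After quantile normalization the calls were lost in HCT116 5-FU res (-0.12, adjusted p = 0.25, range over all camera settings 0.0095 to 0.39) and SW480 OX res cells (-0.13, adjusted p = 0.058, range over all camera settings 7.0e-04 to 0.63). TYMS, thymidylate synthase, had -0.51, -1.08, 0.15 and -0.17 in HCT116 5-FU res, HCT116 OX res, SW480 5-FU res and SW480 OX res cells, of which that in SW480 5-FU res turned to -0.34 by median-of-ratios scaling. UMPS, which activates 5-FU, had -0.32, -0.49, -1.15 and -0.30. Platinum transport and repair genes passed as lower in HCT116 OX res cells (-0.40, adjusted p = 0.014, and adjusted p = 0.42 with an estimated correlation), although their mean before subtraction was 0.13, and this was lost after quantile normalization (-0.33, adjusted p = 0.14, range over all camera settings 0.011 to 0.42). Elsewhere the adjusted p was 0.83, 0.73 and 0.60. Of 43 measured, 20 and 14, 23 and 16, 26 and 7 and 28 and 5 were higher and lower, the same when adjusted over the list alone, and 15 and 21, 12 and 25, 14 and 17 and 13 and 13 by median-of-ratios scaling, where the first 3 turned and the last was level. ERCC1, of nucleotide excision repair, had 0.18, 0.29, 0.35 and 0.48, of which the first 3 turned to -0.063, -0.35 and -0.13 by that scaling and the last was lost (0.057, adjusted p = 0.47, range over all settings 1.1e-05 to 0.53). The copper and platinum carrier SLC31A1 had -0.14, 0.59, 1.02 and 0.87, of which that in HCT116 OX res turned to -0.025. By the same scaling SLC31A1 in HCT116 5-FU res had -0.37 and passed newly (adjusted p = 1.4e-04 from limma, range over all settings 1.7e-06 to 0.33). ABC transporters of drug efflux rose in SW480 5-FU res (0.75, adjusted p = 0.042, and adjusted p = 0.54 with an estimated correlation) and OX res cells (0.80, adjusted p = 0.029, and adjusted p = 0.75 with an estimated correlation), with ABCB1, the drug efflux pump, at 3.20 in OX res cells and MVP, the major vault protein, a member of the list though no ABC transporter, at 3.66 and 3.01. The 5-FU res call was lost after quantile normalization (0.66, adjusted p = 0.064, range over all camera settings 0.020 to 0.54). Of 12 measured, 7 and 3, 10 and 1, 11 and 0 and 10 and 0 were higher and lower, the same when adjusted over the list alone, and 6 and 4, 7 and 3, 6 and 0 and 9 and 1 by median-of-ratios scaling, and the list did not pass in HCT116 (adjusted p = 0.43 and 0.29). Intestinal differentiation genes did not pass, with 2 and 2 and 3 and 2 of 6 in HCT116 and 7 and 1 and 4 and 2 of 8 in SW480 higher and lower (adjusted p = 0.47, 0.47, 0.21 and 0.38), and by median-of-ratios scaling 1 and 4, 3 and 3, 7 and 1 and 2 and 3 were, where SW480 OX res turned. The list passed in SW480 5-FU res cells by that scaling (0.73, adjusted p = 0.027, range over all camera settings 0.020 to 0.92). Leukocyte markers were measured in SW480 cells only, where all 3 were higher in both resistant groups (adjusted p = 0.14 and 0.18), passing in 5-FU res by median-of-ratios scaling (1.1, adjusted p = 0.039, range over all camera settings 0.032 to 0.54). Of 3 endothelial markers, 3 and 2 were higher (adjusted p = 0.18 and 0.51), and fewer than 3 fibroblast markers were measured in any line, so they were not tested. The counts of differentiation, leukocyte and endothelial genes were the same when adjusted over the list alone.

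In DLD-1 5-FU res cells DNA replication genes and E2F targets fell (1 of 56 higher and 54 lower, relative mean -0.54, adjusted p = 3.1e-20 from camera, and adjusted p = 0.13 with an estimated correlation), as did mitosis genes (43 of 47 lower, -0.37, adjusted p = 2.4e-13, and adjusted p = 0.35 with an estimated correlation). In DLD-1 OX res cells both rose (54 and 47 higher, 0 lower, 0.28 and 0.33, adjusted p = 1.7e-11 and 7.9e-12, and adjusted p = 0.34 and 0.52 with an estimated correlation). Targets of ATF4 and CHOP rose with 5-FU (34 of 40 higher and 0 lower, 0.72, adjusted p = 8.7e-19, and adjusted p = 0.13 with an estimated correlation) and fell with OX (3 higher and 31 lower, -0.57, adjusted p = 1.3e-21, and adjusted p = 0.21 with an estimated correlation). HERPUD1, of protein degradation at the endoplasmic reticulum, had 2.36 with 5-FU. Of 18 differentiation genes 16 were lower with 5-FU and 12 with OX (-0.97, adjusted p = 1.6e-08 from camera, and adjusted p = 0.016 with an estimated correlation), such as the trefoil factor gene TFF1 (-2.51) and the glucuronosyltransferase gene UGT1A1 (-3.32) with OX. The stem cell markers had 0 higher and 7 lower of 11 with 5-FU (-0.55, adjusted p = 0.0030, and adjusted p = 0.35 with an estimated correlation) and 7 higher and 2 lower with OX, or 2 and 4 by median-of-ratios scaling (adjusted p = 0.86). TGF-β signalling had 20 higher and 7 lower of 49 with 5-FU (0.20, adjusted p = 0.0070, and adjusted p = 0.64 with an estimated correlation) and 22 and 10 with OX, or 14 and 15 by median-of-ratios scaling (adjusted p = 0.86). When adjusted over the list alone, 1 and 55 and then 54 and 0 E2F, 0 and 44 and then 47 and 0 mitosis, 34 and 1 and then 3 and 32 ATF4 and CHOP, 1 and 17 and then 4 and 12 differentiation, 0 and 7 and then 7 and 3 stem cell and 20 and 7 and then 23 and 10 TGF-β genes were higher and lower with 5-FU and then OX. Among the largest changes were CEACAM5, an adhesion molecule of the intestinal epithelium (-4.29), and CST1, a cystatin (3.14), with 5-FU, and the cornified envelope genes SPRR3 (5.37) and IVL (3.72) with OX.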
